# Sexually Dimorphic Transcriptomic Changes of Developing Fetal Brain Reveal Signaling Pathways and Marker Genes of Brain Cells in Domestic Pigs

**DOI:** 10.3390/cells10092439

**Published:** 2021-09-16

**Authors:** Monica Strawn, Joao G. N. Moraes, Timothy J. Safranski, Susanta K. Behura

**Keywords:** fetal sex, gene regulation, brain development, placenta, swine

## Abstract

In this study, transcriptomic changes of the developing brain of pig fetuses of both sexes were investigated on gestation days (GD) 45, 60 and 90. Pig fetal brain grows rapidly around GD60. Consequently, gene expression of the fetal brain was distinctly different on GD90 compared to that of GD45 and GD60. In addition, varying numbers of differentially expressed genes (DEGs) were identified in the male brain compared to the female brain during development. The sex of adjacent fetuses also influenced gene expression of the fetal brain. Extensive changes in gene expression at the exon-level were observed during brain development. Pathway enrichment analysis showed that the ionotropic glutamate receptor pathway and *p53* pathway were enriched in the female brain, whereas specific receptor-mediated signaling pathways were enriched in the male brain. Marker genes of neurons and astrocytes were significantly differentially expressed between male and female brains during development. Furthermore, comparative analysis of gene expression patterns between fetal brain and placenta suggested that genes related to ion transportation may play a key role in the regulation of the brain-placental axis in pig. Collectively, the study suggests potential application of pig models to better understand influence of fetal sex on brain development.

## 1. Introduction

The development of the fetal brain is regulated by complex and highly coordinated spatiotemporal processes [1,2,3]. In pigs, the fetal brain develops in an accelerated manner after gestation day (GD) 60 [4]. Distinct regions of the brain are formed during rapid growth of the fetal brain [5]. The use of pigs as a large animal model for biomedical research is increasing [6,7,8]. In particular, pig models have shown promising utilities in research relating to brain structure and function, including a better understating of neurodegenerative diseases in humans [9,10,11,12]. 

While gene expression is tightly regulated in the brain during development, the sex of the fetus plays an influential role in orchestrating brain development [13,14]. Developmental differences in brain size, head circumference, rate of energy consumption of the brain, and epigenetic modification of brain DNA have been reported in humans [15,16,17,18]. The early organization of the vertebrate brain occurs in a sex-dependent manner, and is under the control of the perinatal gonadal steroid hormones [19,20,21,22]. Gene expression has been widely applied to investigate brain development in animals [2,23,24,25] and to identify the role of sex during brain development [14]. RNA-sequencing (RNA-Seq) has been particularly useful to identify the presence and prevalence of gene splice forms in the brain [26,27].

Recent studies further suggest that brain development is reliant on placental function [28]. In humans, placental dysfunction can cause defective neuronal development that increases risk of neuropsychiatric diseases later in life [29]. In mice, our earlier study showed that there is a remarkable coordination in the gene expression between the placenta and fetal brain [30]. The brain–placental axis plays important roles in the fetal programming of brain development [31]. Placentotrophy is considered as the most wide-spread form of matrotrophy in viviparous animals [32,33]. However, there are striking differences in the feto–maternal interface among placental animals [34]. For instance, the pig placenta is diffused as placentation occurs all over the allantochorion. It is also epitheliochorial [35], as there are different tissue layers that separate direct contact of the fetus from the maternal blood. On the other hand, the mouse placenta is discoid and hemochorial (same as humans) [36]. 

While research using mice models has provided a wealth of information into the processes of brain development [3], the use of large animal models to study fetal brain development is lacking. With an increase in use of pigs as a large animal model for brain research [11], the identification of genes that are differently regulated during pig brain development in male and female fetuses is of significant research interest. Earlier study by Dickerson and Dobbing (1967) [4] showed that a pig’s fetal brain grows rapidly ~50 days before birth, which is around GD 60. So, we wanted to investigate changes in gene expression of the male and female fetal brain on GDs 45 (before rapid growth), 60 (during rapid growth) and 90 (after rapid growth). The specific objectives of the current study are to (1) identify marker genes of brain cells and signaling pathways associated with the onset of rapid brain development in pig fetuses, (2) determine the influence of fetal sex on gene expression of the developing brain and (3) identify genes coordinately expressed between the pig placenta and fetal brain.

## 2. Materials and Methods

### 2.1. Animals and Fetal Brain Collection

Gilts (Landrace × Large White) were obtained from the University of Missouri Swine Research Teaching and Research Farm and bred to LR-M6 from Choice Genetics (West Des Moines, IA, USA) by artificial insemination (AI). GD 1 was considered the day of AI. Dams were euthanized on GD45, GD60 or GD90 via electrical stunning and exsanguination by the University of Missouri abattoir, an USDA inspected commercial unit (Establishment #5077A). The reproductive tract was removed from the pregnant dam at the abattoir and transported to the lab for dissection of fetuses. Individual fetuses of both sexes were removed from each uterine horn. No fetuses were taken from the tip of either horn or the body of the uterus. While collecting fetuses, the sex of the fetus to be included in gene expression analysis was recorded along with the sex of the fetus on the medial side (closer to the body of the uterus) and also the sex of the fetus on the lateral side (closer to the tip of the uterus horn). As there was no information on which specific brain regions were important for sex differences during brain development in pig, the whole brain from each fetus was dissected in this study. The weight of the fetus as well as the dissected brain was recorded. In total, 18 fetal brain samples (3 gestation days × 2 sexes × 3 biological replicates) were collected to perform transcriptomic analysis. 

### 2.2. Transcriptome Profiling by RNA-Seq 

Each fetal brain was homogenized with RLT buffer (QIAGEN, Germantown, MD, USA) supplemented with 200 μL 2-mercaptoethanol. The RLT buffer amount was scaled up by 1 mL per each mg of brain weight across all samples, and the brain tissue was homogenized using a benchtop VDI 25 tissue homogenizer (VWR, Radnor, PA). Total RNA was isolated using the QIAGEN AllPrep DNA/RNA Mini Kit as per manufacturer’s instruction. Briefly, the homogenate was centrifuged for 1 min and the clear lysate (750 μL) was transferred to RNase/DNase-free 1.7 mL conical tubes (Corning, Tewsksbury, MA, USA) and mixed with 350 μL 70% ethanol to precipitate RNA. DNase treatment was performed to clean up genomic DNA contaminants. RNA was eluded in 30 μL nuclease-free water twice for a total volume of 60 μL. Concentration and purity of RNA was determined using a Nanodrop 1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA), and then each sample was diluted to 100 ng/μL using nuclease-free water. RNA integrity was measured by Agilent 2100 (Agilent Technologies, Santa Clara, CA, USA). Total RNA of each sample was processed to prepare Illumina sequencing libraries by the Novogen Cooperation Inc. (Sacramento, CA, USA). Each library was sequenced to a depth of 20 million paired end reads of 150 bases using NovaSeq 6000. 

### 2.3. RNA-Seq Data Analysis

The quality of raw sequences was checked with *FastQC* tool (v0.11.9, Babraham Institute, Cambridge, UK). The sequences were subjected to quality control using the Trimmomatic tool (v0.39) as described earlier [37]. The reads were then mapped to the pig reference genome Sscrofa11.1 using *Hisat2* (v 2.2.0) aligner [38]. The number of reads that mapped to the annotated genes (Ensembl annotation, Sus_scrofa.Sscrofa11.1.104.gtf) in each sample was determined from the sequence alignments by using the *FeatureCounts* tool (v1.5.0-p1) [39]. The raw and processed data of the RNA-Seq are publicly available in the GEO database (accession # GSE178970). The count data were subjected to paired-sample differential gene expression analysis by *edgeR* (v3.28.0) [40] to identify the differentially expressed genes (DEGs).

### 2.4. Functional Annotation of Differentially Expressed Genes

Gene ontology and pathway enrichment analysis was performed by a Fisher exact test followed by multiple correction of raw *p*-values of significance to false discovery rates (FDR) using the PANTHER Classification System (v16.0) [41]. 

### 2.5. Analysis of Marker Genes of Brain Cells

The marker genes predicted from mammalian brain single-cell RNA-Seq projects, available in the PanglaoDB [42], were used to annotate cell types of differentially expressed (DE) marker genes. The marker genes were downloaded from the database (https://panglaodb.se/, accessed on 28 January 2020), and compared with the DEGs identified from the current study. To further compare genes differentially expressed in the brain of pigs with human data, the developmental transcriptome data of the human fetal brain (*RNA-Seq Gencode v10 summarized to genes*) was downloaded from the human BrainSpan database (https://www.brainspan.org/static/download.html, accessed on 8 September 2021). Significant differences in gene expression of the developing human fetal brains of males and females (age-matched: 13- and 21-weeks post-conception) were determined from that data by edgeR. The orthology of the identified significant (*p* < 0.05) genes of humans relative to pigs was determined from Ensembl homology annotation via BioMart. The purpose of this analysis was to know if the same gene was significantly differentially expressed in the developing brain between male and female fetuses of humans and pigs.

### 2.6. Statistical Analyses 

The hierarchical cluster analysis of gene expression was performed using the R package dendextend (v1.13.2) [43]. To infer gene expression networks within a predicted cluster, the mutual information (MI) analysis [44] was performed. In this method, MI values of gene expression variation were calculated in a pair-wise manner to infer expression networks using R package minet (v3.44.0) [45]. Canonical correlation analysis of gene clusters between males and females was performed using the CCA package (v1.2.1). All statistical analyses and plotting were performed using base functions in R (v3.6.2).

## 3. Results

### 3.1. Developmental Changes in Gene Expression of Fetal Brain

Gene expression of fetal brain samples was profiled on GDs 45, 60 and 90. 

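Total RNA of whole fetal brains was sequenced for 3 female and 3 male fetuses at each gestation day, 18 libraries in all. The authors trimmed the reads with Trimmomatic, aligned them to the Sscrofa11.1 genome with HISAT2 and counted them on the Ensembl annotation with FeatureCounts. They deposited the number of reads counted on each gene, each exon and each transcript, without normalization. The paper does not state whether the counting used the strand or how it treated reads with several matches, so overlapping genes and genes with a near-identical copy are uncertain. The count tables hold 22 columns, because 4 libraries (female GD45 replicates 13 and 18, male GD60 replicate 4 and male GD90 replicate 1) have 2 runs each. The 2 runs of a library differed by a chi-square of 1.61 to 1.69 per degree of freedom, where the closest pair of other replicates reached 8.54 to 25.6, and their counts were summed. The paper states a depth of 20 M paired-end reads per library, and the values here use the reads counted on genes, which ranged from 15118843 to 19729783 per library (median 16413097). Female brains had 16219103 to 19216686 counts at GD45 (median 17584058), 15135355 to 19729783 at GD60 (median 15880134) and 15435405 to 17629728 at GD90 (median 15528558). Male brains had 15170183 to 18190593 counts at GD45 (median 15323612), 16573089 to 16857401 at GD60 (median 16612499) and 15118843 to 16875386 at GD90 (median 16253105). The exon table holds 6988796 to 9214794 counts per library, and 47.0% of the gene counts for genes with more than 1 exon. Of 31908 genes, the 16325 that passed edgeR's filterByExpr were tested, and these hold 99.9% of the counts. Counts were normalized for library size by the TMM method, and 1 model with 6 groups (sex and gestation day) was fitted to all libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene with an adjusted p under 0.05 was called differentially expressed, and fold changes are the later day relative to the earlier one, or male relative to female. A limit of 3 counts was used for a library in which a gene had no reads, and such limits cover counting error only, since reads without molecular identifiers are not independent molecules. The median SD of a gene's log2 CPM between the replicates of a group was 0.15 in GD90 males, 0.17 in GD45 females, 0.19 in GD90 females, 0.22 in GD60 males, 0.23 in GD60 females and 0.38 in GD45 males.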

Principal component analysis (PCA) showed that GD90 fetal brains were transcriptionally distinct from that of GDs 45 and 60 (Figure 1A). 

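Principal components were computed from the log2 CPM (prior count 2) of the genes tested, centred and not scaled. The 6 GD90 libraries had scores between 48.5 and 76.4 on the first component, and the 12 libraries of GDs 45 and 60 between -87.7 and 5.71. No other choice of 6 of the 18 libraries gave as large a difference in mean score (exact two-sided permutation test over 18564 combinations, p = 5.4e-05, the smallest p that this design allows). GD90 also stood apart on this component with genes scaled, on linear CPM, with the 500 most variable genes, without TMM factors, with each library's trend on gene length removed, and with each library left out in turn. The farthest library from GD90 was male GD45 replicate 17, at -87.7, with the next GD45 library at -54.2.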

Nearly 57% of the variation in gene expression was explained by the first principal component. 

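In the re-analysed counts, the first component held 47.9% of the variance, the second 16.0% and the third 6.77%. The choice of scale moved the share of the first component most, to 59.5% on linear CPM and to 39.5% with every gene scaled to the same variance. It stayed between 44.7% and 48.8% with each of the 18 libraries left out in turn.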

Heat map of global expression changes, shown in Figure 1B, also supported the differential gene expression in GD90 samples compared to GDs 45 and 60 which is shown in the hierarchical cluster [43] relationship among the brain samples. In addition, canonical correlation analysis (CCA) [46] was performed between male and female brains to compare gene expression clusters (Figure 2). This analysis showed that gene expression changes in a pig’s fetal brain are regulated in modular patterns in both sexes. This finding is consistent with results of previous studies that also observed modular expression patterns of the developing brain in other mammals, including humans and mice [47,48].

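Complete-linkage clustering of the libraries on Euclidean distances of log2 CPM set the 6 GD90 libraries apart from the others when 3 clusters were taken. One of the 3 clusters then held the 6 GD90 libraries, another the single library male GD45 replicate 17, and the last the other 11 libraries of GDs 45 and 60. With 2 clusters, male GD45 replicate 17 stood alone against the 17 other libraries. The same groups were obtained with each library's trend on gene length removed. From the heat map and the clusters of Fig. 1, the paper concludes that expression at GD90 differed from that at GDs 45 and 60.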

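The 9 female and the 9 male libraries were compared by canonical correlation across the 16325 genes tested, which are not independent replicates, so no p is given. The first canonical correlation was 0.995 on log2 CPM, a value to which the level of each gene contributes. After the mean of each gene over the libraries of the same sex was subtracted, it was 0.915, where 20 shuffles of the genes between the sexes gave a mean of 0.0396 and a maximum of 0.0513. On linear CPM, the alternative that moved it most, it was 0.990. Genes were then grouped by Ward's method into 10 clusters of 728 to 3034 genes, as many as Fig. 2 shows. Within the clusters, the first canonical correlation of the deviations from the mean ranged from 0.605 to 0.914. In 6 of the 10 clusters, the mean expression ranked the 3 gestation days in the same order in females and in males. From such clusters, the paper concludes that expression changes in the fetal brain are regulated in modules in both sexes.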

### 3.2. Influence of Fetal Sex on Gene Expression Changes of Brain

The volcano plots in Figure 3 show the number of DEGs in the fetal brain of males and females during development. 

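Between GD45 and GD60, 1180 genes were DE in the female brain, 710 higher and 470 lower at GD60, and 917 in the male brain, 503 higher and 414 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between GD60 and GD90, 4425 genes were DE in the female brain, 2229 higher and 2196 lower at GD90, and 5632 in the male brain, 3015 higher and 2617 lower. Leaving out any 1 of the 6 libraries compared gave 530 to 1294 DEGs in females and 473 to 1565 in males between GD45 and GD60, and 3180 to 4294 and 3831 to 5616 between GD60 and GD90. The lowest counts of the earlier period came without female GD60 replicate 3 and without male GD60 replicate 6, and the highest male count came without male GD45 replicate 17. Without this male library, which the female comparisons do not hold, females had 2271 DEGs between GD45 and GD60. Between GD60 and GD90, which do not hold it in either sex, females then had 5941 DEGs and males 7317. Of the DEGs, 392 and 384 (females and males, GD45 to GD60) and 2622 and 3217 (GD60 to GD90) were called whichever of the 6 libraries compared was left out, and none changed its direction. The alternative that moved the counts of the earlier period most among those using all 18 libraries, apart from a threshold on the fold change, was the DESeq2 Wald test, with 1806 DEGs in females and 1411 in males. In a fit of only the 6 libraries compared, males had 0 DEGs between GD45 and GD60, with 1670 genes at an unadjusted p under 0.05.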

Greater number of DEGs was observed in the brain during development from GD60 to GD90 compared to that from GD45 to GD60, and this bias was reliant on the sex of the fetuses (Table 1). The data in Table 1 shows a significant bias (Chi-square = 278.5, *p* < 0.0001) in the number of genes that are differentially expressed in the male brain compared to the female brain during development. 

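The chi-square of the DEG counts by sex and period was 105 with 1 degree of freedom from the counts of the re-analysis, and 135 from those of edgeR's likelihood ratio test. Under the other alternatives with all 18 libraries, it ranged from 48.8 (no filter on low counts) to 126 (DESeq2). It was 1641 with only the 6 libraries compared, where males had 0 DEGs in the earlier period. It rested on single libraries: it fell to 0.00385, 0.000643 and 19.9 without female GD45 replicates 12, 13 and 18, to 0.00589 and 20.4 without female GD60 replicates 3 and 5, and to 28.9, 12.8 and 8.43 without male GD90 replicates 1, 8 and 10. It rose to 227 and 247 without male GD45 replicates 14 and 17, to 174 without male GD60 replicate 4, and to 240, 164 and 169 without female GD90 replicates 2, 7 and 9. Genes are not independent, so the statistic describes the counts and no p is given. The difference between the sexes was tested gene by gene as the interaction of sex and gestation day. From GD45 to GD60, 0 genes had an adjusted p under 0.05 for the interaction and 334 an unadjusted p under 0.05, of 16325 tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From GD60 to GD90, 0 genes passed after adjustment and 3228 had an unadjusted p under 0.05, which is 19.8% of the genes. Without female GD60 replicate 15, 85 genes passed for the later period, and without female GD90 replicate 7, 28. Without male GD45 replicate 17, which is in neither day of the later period, 2064 genes passed, so the 0 depends on this library. With edgeR's likelihood ratio test in place of the quasi-likelihood test, 131 genes passed for the later period.

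**Figure D1:**
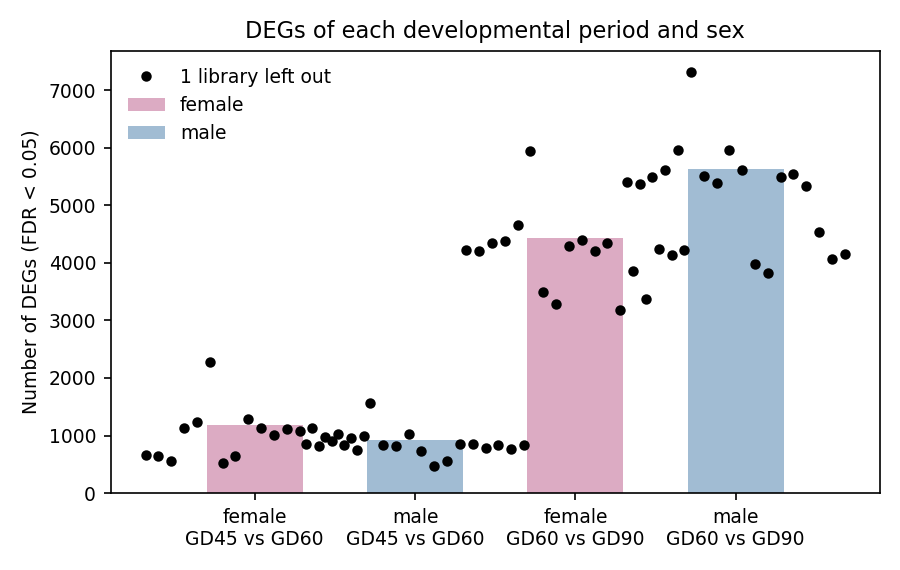
Number of DEGs in the female and male brain between GD45 and GD60 and between GD60 and GD90. Bars give the count with all 18 libraries and black points the counts with each library left out in turn, which spread from 473 to 1565 for males between GD45 and GD60.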

The list of these DEGs is provided in Table S1. 

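For each comparison, the 2 genes that rose most and the 2 that fell most were taken among DEGs with a symbol, a mean of at least 1 CPM and all 3 libraries of 1 day above all 3 of the other. RASL10A (ENSSSCG00000009977, chromosome 14 from 46455817 to 46457977 of Sscrofa11.1) rose most between GD45 and GD60 in both sexes, with a log2 fold change of 3.56 in females (standard error 0.40, n = 3 and 3, edgeR adjusted p = 0.000237) and 3.61 in males (standard error 0.40, n = 3 and 3, edgeR adjusted p = 0.000132). CYP24A1 followed in females with 3.52 (edgeR adjusted p = 0.00377) and FFAR4 in males with 3.15 (edgeR adjusted p = 6.8e-05). HOXB5 and HOXC4 fell most in females; HOXC4 changed by -5.79 (edgeR adjusted p = 0.0147), a call that was lost without female GD45 replicate 13 (0.0592) without female GD60 replicate 5 (0.0673) and with no filter on low counts (0.0609). In males, NEUROG1 (-3.13, edgeR adjusted p = 0.00126) and DBX1 (-2.88, edgeR adjusted p = 0.00436) fell most. Between GD60 and GD90, MAG and ERMN rose most in females, and ERMN and OPALIN in males. OPALIN was at least 62.5-fold higher in GD90 males, against a level of 3 counts, which its GD60 counts (1, 3 and 3) did not pass (edgeR adjusted p = 2.7e-06). NEUROD4 (chromosome 5) fell most in both sexes, with -4.93 in females (standard error 0.38, edgeR adjusted p = 1.7e-07) and -4.44 in males (standard error 0.36, edgeR adjusted p = 3.4e-07). The highest NEUROD4 level at GD60 was 9.22 CPM in female replicate 5, against 6.29 CPM in the next library. EOMES fell by 4.33 in females on the log2 scale (edgeR adjusted p = 7.5e-05), and NEUROG1 had 9, 10 and 25 counts in GD60 males and 0, 0 and 2 in GD90 males (edgeR adjusted p = 0.00159). At GD90, EOMES was at 6.17 CPM in male replicate 1 and at 1.80 CPM in the next library.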

Of the 2059 and 1323 genes that altered in the female and male brain respectively during GD45 to GD60, 785 genes were commonly DE in the brain of both sexes. Similarly, of the 5325 and 6605 genes that altered in the female and male brain respectively during GD60 to GD90, 2767 genes were commonly DE in the brain of both sexes. 

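Of the 1180 female and 917 male DEGs of this period in the re-analysis, 652 were shared, where 66.3 would be shared by chance among the 16325 genes tested. All 652 had the same direction in both sexes. Shared DEGs numbered 809 with the likelihood ratio test and 979 with DESeq2. The female and male log2 fold changes had a Pearson r of 0.603 across genes, which are not independent replicates.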

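Between GD60 and GD90, 2661 DEGs were shared by the sexes, against 1527 expected by chance, and 2649 of them had the same direction. The count was 2803 with the likelihood ratio test and 3144 with each library's trend on gene length removed, the alternative that moved it most. Across genes, the female and male log2 fold changes of this period had a Pearson r of 0.573.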

There were 529 genes that altered in the brain of both males and females at both the developmental periods (GD45 to GD60 as well as GD60 to GD90). These common DEGs are indicated in Table S1. 

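In the re-analysis, 399 genes were DE in both sexes and in both periods, against 106 expected by chance from the shared lists, and 387 of them had the same direction in all 4 comparisons. Within females, 631 genes were DE in both periods (expected by chance 319.8), and within males 597 (expected by chance 316.4). Both periods are measured against the same GD60 libraries, so their fold changes share chance values of opposite sign. Simulated groups without any change gave a correlation of -0.507 between the periods in females and -0.505 in males over 5 draws, and 0 genes called in both. The observed correlation across genes was 0.135 in females and 0.213 in males. With DESeq2, 569 genes were DE in both sexes and both periods, the largest number among the alternatives run.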

We also identified genes that showed a significant difference (FDR < 0.05) between male and female brains at each GD (Table S2). Some of these genes were DE between males and females at GD45 as well as GD60. 

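Male and female brains differed in 15 genes at GD45 (12 higher and 3 lower in males), 16 at GD60 (13 higher and 3 lower) and 16 at GD90 (14 higher and 2 lower), each with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 11 at each gestation day are listed in Table S2. At an unadjusted p under 0.05, 424 genes differed at GD45, 780 at GD60 and 2220 at GD90, where 816 of the 16325 genes tested would by chance. The paper's Table S2 lists 302 genes at GD90, of which 298 had an unadjusted p under 0.05 here. With the likelihood ratio test, 19, 24 and 42 genes were called at the 3 gestation days. Leaving out 1 of the 18 libraries gave 13 to 16, 12 to 20 and 12 to 28 DEGs, the last highest without female GD90 replicate 7. A fit of the 6 GD90 libraries alone, the alternative that moved a count most, called 1221 genes at that day.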

A total of 11 genes were commonly DEGs between males and females across the three GDs. 

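In the re-analysis, 13 genes were DE between males and females at all 3 gestation days, and 9 of them are among those of Table S2. Of the 13, 11 lie on chromosome Y and were higher in males, and 2 lie on chromosome X and were lower in males. Those 2 are given by the files without a symbol (ENSSSCG00000044599 and ENSSSCG00000049776). KDM5D (ENSSSCG00000032354, chromosome Y from 39582815 to 39631815) was at least 37.2-fold higher in males at GD45, 36.7-fold at GD60 and 29.8-fold at GD90, against the limit of 3 counts in females (edgeR adjusted p = 3.8e-05, 3.8e-05 and 6.1e-05). EIF1AY (chromosome Y from 9687351 to 9704479) was at least 128-fold, 101-fold and 68.0-fold higher, and ZFY (chromosome Y from 9874794 to 9935353) at least 111-fold, 108-fold and 97.5-fold higher. Genes on chromosome Y with a close copy on chromosome X can share reads with it, which the counting could have split. The 2 listed genes not called at every gestation day were ENSSSCG00000026864 on chromosome Y and ENSSSCG00000029857 on chromosome X. Both were called at all 3 days by edgeR's likelihood ratio test, under which 17 genes were DE throughout.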

We further wanted to know how the genes differentially expressed in the pig fetal brain are expressed in the human fetal brain. To explore that, the developmental transcriptome data of the human fetal brain (*RNA-Seq Gencode v10 summarized to genes*), obtained from the human BrainSpan database (https://www.brainspan.org/static/download.html), was analyzed in edgeR to identify significant differences in the gene expression of the developing human fetal brain of males and females (age-matched: 13 weeks and 21 weeks post-conception). Then, orthology analysis of the identified significant (*p* < 0.05) genes relative to pig genes was performed, which found genes (n = 40) that were commonly DE between the male and female fetal brains of both humans and pigs. Though these genes were commonly differentially expressed, the direction was not always conserved between the two species (Table S3). Based on Ensembl prediction of the last common ancestry of those genes, the majority of those 40 genes have the last common ancestors in Boreoeutheria magnorder of placental animals. Five of those common DEGs (shown in Table S3) are associated with Wnt signaling, which plays crucial roles in brain development [49].

### 3.3. Effect of Adjacent Fetus on Gene Expression of Brain

In litter-bearing mammals, the sex of neighboring fetuses in the uterus influences fetal development [50]. A female fetus developing between two males shows masculinized anatomical and physiological traits whereas a female fetus developing in the absence of adjacent males, tends to show feminized traits [51]. To evaluate whether the sex of adjacent fetuses influenced developing fetal brain transcriptome, we made use of recorded data on the sex of adjacent fetuses of the medial side and the lateral side of the uterus during sample collection. In our collection, we identified male fetuses (n = 3) that were flanked by two female fetuses (fMf). We also found male fetuses (n = 3) of the same gestational ages (GDs 45 and 60) where there was a male on the medial and a female on the lateral side (mMf). Thus, we wanted to know if the brain of those male fetuses with differential adjacent fetuses (fMf vs. mMf) had differential gene expression. 

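The labels of the libraries give the sex of the fetuses on either side of each male. At GDs 45 and 60, they give 2 fMf males (GD45 replicate 17 and GD60 replicate 16) and 3 mMf males (GD45 replicate 14 and GD60 replicates 4 and 6), where the paper states 3 and 3. To find the libraries behind the means of Table S4, the means of the 54 genes were compared with those of 4047 sets of libraries. For mMf, the closest set was GD45 replicate 14 with GD60 replicate 4 (mean absolute log2 difference 0.000931), with the next set at 0.108. For fMf, the closest set was GD45 replicate 17 with GD60 replicate 16 (0.00273). The comparison was therefore made for these 4 males, a choice made after the means were seen, and for all 5 males that the labels give. In these fits, 15282 and 15499 genes passed filterByExpr. Gestation day was balanced over the groups only in the set of 4. Litter size was balanced in neither set, with 8 for both fMf males and 17, 13 and 15 for mMf males GD45 replicate 14 and GD60 replicates 4 and 6. Litter size and the sex of the adjacent fetuses therefore cannot be separated in these males.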

The differential gene expression analysis by *edgeR* showed a total of 54 genes (Table S4) that were impacted in the fetal brain of the males when they were flanked by fetuses of both sexes (mMf) as opposed to fetuses of same sex (fMf). Several of these genes (37 out of 54 genes) showed significantly (FDR < 0.05) higher expression in the brain of the fMf males relative to the mMf males. 

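With the 4 males behind the means of Table S4, 3 genes were DE between fMf and mMf males and 2520 had an unadjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3, named after their values were seen, were CEL and ATP8, higher in fMf males, and ssc-mir-10390, lower. With all 5 males, 0 genes were DE and 2088 had an unadjusted p under 0.05. The likelihood ratio test called 135 genes with the 4 males (30 higher and 105 lower in fMf) and 27 with the 5 (12 higher and 15 lower). ATP8 had at most 14 counts in 6 of the 18 libraries, the mMf males of GD45 replicate 14 and GD60 replicate 4 among them, and at least 610 in the other 12. Male GD60 replicate 6, the mMf male outside the set of 4, had 1652 ATP8 counts, and fMf males had 610 and 1382. Without male GD45 replicate 14, 0 of the 5-male comparison's genes were DE (851 at an unadjusted p under 0.05), and without male GD60 replicate 4 again 0 (589).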

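Of the 54 genes of Table S4, 34 had a higher mean in fMf than in mMf males and 20 a lower one, both with the 4 males and with all 5. The quasi-likelihood test called 1 of the 54 with the 4 males (CEL) and 0 with the 5, and the likelihood ratio test called 29 and 10. At an unadjusted p under 0.05, 53 differed with the 4 males and 50 with the 5, and as many when adjusted over the list alone. The study chose the list on these samples, so these counts are not independent evidence. The median absolute log2 difference between the 2 fMf and the 2 mMf males was 1.52, and 1.36 with each library's trend on gene length removed.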

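At an unadjusted p under 0.05, 16 of the 16 genes that Table S4 marks as related to ion transport differed between fMf and mMf males with the 4 males behind the means of Table S4, and 15 with all 5. Some of these genes belong to families with near-identical copies in the genome, between which the counting could have split reads.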

Though none of these genes were related to any sex hormone, we identified that 16 of these genes were ion transporters (see Table S4), a class of transporters that play important roles in feto–placental communication [52,53]. 

### 3.4. Bias in Exon-Level Expression of Fetal Brain

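Of the 319124 exons in the deposited exon table, 80134 passed edgeR's filterByExpr and were tested with the same model as the genes. At least 1 DE exon was found in 95 genes of the female brain between GD45 and GD60 and in 1496 between GD60 and GD90. In the male brain, 20 and 3282 genes had at least 1 DE exon in these periods. Most of them were DEGs as well, 88 and 1338 in females and 19 and 2641 in males.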

Analysis of exon-level expression identified genes in which one or more exons were significantly differentially expressed during fetal brain development (Table S5). 

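In the female brain, 126 exons were DE between GD45 and GD60 (99 higher and 27 lower at GD60) and 2886 between GD60 and GD90 (1865 higher and 1021 lower). In the male brain, 21 exons were DE in the earlier period (15 higher and 6 lower) and 6847 in the later one (3817 higher and 3030 lower), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without adjustment, 11827 and 14526 exons in females and 5292 and 21804 in males had a p under 0.05. Single libraries moved these counts more than those of genes: the female count of the earlier period was 1 without GD45 replicate 13, 1099 without GD60 replicate 15 and 2410 without male GD45 replicate 17. For males it was 4 without GD60 replicate 16 and 42 without GD45 replicate 17. In the later period, leaving out 1 of the libraries compared gave from 1008 (without GD90 replicate 2) to 3276 (without GD60 replicate 15) DE exons in females and from 1415 (without GD60 replicate 16) to 5604 (without GD60 replicate 4) in males. Of the libraries not compared, male GD45 replicate 17 moved these counts most when left out, to 6282 in females and 14979 in males, and female GD60 replicate 15 moved the male count to 11013. Of the female DE exons, 78.6% were higher at the later day in the earlier period and 64.6% in the later one, and without TMM factors 61.9% and 51.0%. The likelihood ratio test moved the counts most among the alternatives with all libraries, to 2274 and 5508 in females and 228 and 12014 in males.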

The counts of upregulated and downregulated exons during brain development are shown in Table 2. The data further showed that the second and third exons in those genes were more likely to be differentially expressed than other exons, irrespective of the fetal sex. 

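Of the exons tested, 43669 have a single rank order within their gene, counted from 1 at the 5′ end of the transcript, and were used here. In females, 0.331% of the second and 0.246% of the third exons were DE between GD45 and GD60, against 0.249% of first exons. Between GD60 and GD90, the shares in females were 4.49%, 4.51% and 4.28%. In males, they were 8.70%, 8.60% and 8.93% between GD60 and GD90, and 0.174%, 0.0223% and 0.0710% between GD45 and GD60, from 10 exons of rank 2, 1 of rank 3 and 4 of rank 1. The share of DE exons at ranks 2 and 3 was 1.53 times that at other ranks in females between GD45 and GD60 (95% interval 0.994 to 2.36) and 1.10 times between GD60 and GD90 (0.996 to 1.22). In males, it was 4.00 times between GD45 and GD60 (1.66 to 9.64), from 20 DE exons and resting on rank 2, and 0.950 times between GD60 and GD90 (0.884 to 1.02). The intervals treat exons as independent, which exons of 1 gene are not. Against the number expected from the exons of the same genes, DE exons at ranks 2 and 3 were 1.23 and 0.920 times as many in females and 1.72 and 0.927 times as many in males. With only genes of at least 10 exons, the female ratios were 1.01 and 0.788 and the male ratios 7.78 and 0.859.

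**Figure D2:**
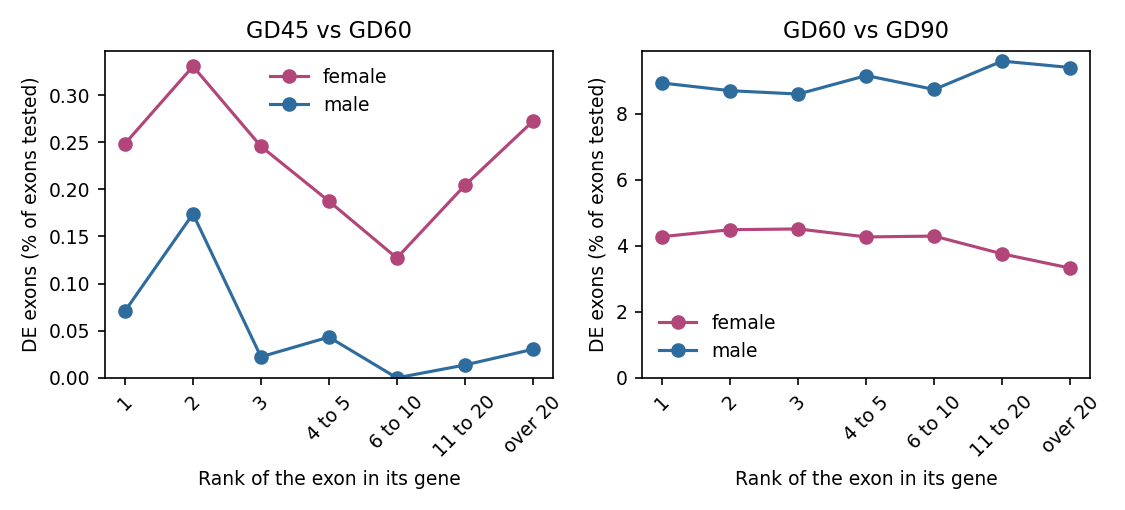
Percent of tested exons that were DE, by the rank order of the exon within its gene, for each sex and period. The shares at ranks 2 and 3 between GD60 and GD90 were 4.49% and 4.51% in females and 8.70% and 8.60% in males.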

Exon-rich genes showed an inverse relationship between expression level and the rank order of exons within the genes. 

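In the 824 genes with at least 10 tested exons of a single rank, the Spearman rho of expression level and rank order had a median of 0.345 in CPM, and 15.9% of the genes had a negative rho. Per kilobase of exon, the median was 0.576 and 8.86% of the genes had a negative rho. For genes with more than 1 exon, the exon table holds 47.0% of the gene counts. The filter on low counts was passed by 10.4% of first exons, 16.6% of second exons and 20.5% of those of rank over 20.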

The higher ranked exons were less likely to be differentially expressed in the fetal brain (Table S5), suggesting that the number of exons within a gene is a potential predictor of expression of that gene in the fetal brain. In addition, exons within the same gene showed differential expression patterns during brain development (Table S6), which indicated that these exons are more likely to influence the protein isoforms encoded by these genes. 

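Among exons of rank over 20, 0.272% were DE in females between GD45 and GD60 and 3.33% between GD60 and GD90. In males, 0.0302% were DE in the earlier period, and in the later one 9.40% of the exons of rank over 20 and 9.60% of those of ranks 11 to 20, the highest share among the ranks of that comparison. From the ranks of DE exons, the paper proposes the number of exons in a gene as a potential predictor of its expression in the fetal brain.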

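A gene was counted as changed both ways when at least 1 of its exons was higher and at least 1 lower at the later day, both DE by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. There were 0 such genes between GD45 and GD60 in either sex, and 3 in females and 24 in males between GD60 and GD90. Under the likelihood ratio test there were 6 and 0 genes in females and males for the earlier period and 16 and 90 for the later one. A test of exon usage within the gene (edgeR's diffSpliceDGE on 76800 exons) called 6 exons of 6 genes and 32 exons of 20 genes in females, and in males 0 exons (1196 at an unadjusted p under 0.05) and 46 exons of 36 genes. The paper takes such genes as a sign that their exons more likely affect the encoded protein isoforms.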

### 3.5. Functional Annotation of Differentially Expressed Genes

Gene ontology (GO) analysis showed significant enrichment of different biological functions that were associated with significant enrichment (Exact test, *p* < 0.05) among the genes differentially expressed in the fetal brain between GD40 vs. GD60 and GD60 vs. GD90 (Table S7). The data in Table S7 shows the specific GO terms commonly enriched in the brain of both sexes. It also shows GO terms enriched exclusively in either the female brain or male brain. Functions related to cerebral cortex regionalization, pre-replicative complex assembly involved in cell cycle DNA replication, pre-replicative complex assembly involved in nuclear cell cycle DNA replication, and double-strand break repair via break-induced replication were among the top 10 significant GO terms in the fetal brain of both sexes during development from GD45 to GD60. However, as the brain developed from GD60 to GD90, functions related to glutamate secretion, regulation of axon extension involved in axon guidance and regulation of neuronal synaptic plasticity were found as the top 10 significant GO terms. We found several enriched GO terms (n = 41) that were related to ion transport (Table S7). Ion transporter genes play a role in feto–placental communication and circulation, possibly by regulating the placental–blood barrier [54,55,56,57,58]. So, we were interested to know if the expression of these genes were regulated between the fetal brain and placenta. Towards that objective, the gene expression data of the fetal brain on GD60 and GD90 from the current study were compared with transcriptomic data (accession number GSE110414) generated at the same gestation days from pig placentae in a previous study [32]. The comparative analysis identified genes (n = 1275) that were expressed either in the placenta or fetal brain in an ‘ON/OFF’ manner (Table S8). 

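Table S8 lists 1274 entries for 785 genes, in which the listed brain FPKM is above 10 for genes ON and below 1 for genes OFF in the brain. The brain FPKM was computed here from the gene counts and gene lengths as the mean of the 6 brains of a gestation day, and the placenta data were not analysed here. At GD60, 438 of the 553 ON entries were above 10 FPKM and 87 of the 87 OFF entries below 1 FPKM. At GD90, 436 of the 554 ON entries and 80 of the 80 OFF entries were past the limit. Of all entries, 1041 were past the limit in the mean, and 869 in every one of the 6 brains, the alternative that moved the count most. The computed FPKM had a median ratio to the listed one of 0.842 to 0.953, and a Spearman rho across genes with it of 0.803 to 0.902.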

We identified 45 of these genes expressed either in the placenta or fetal brain that were related to ion transporters (shown in Table S8), further suggesting that ion transporter genes were tightly regulated in the placenta relative to the fetus during brain development.

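The 45 entries that Table S8 relates to ion transport are for 27 genes, and 41 of the entries were past the limit in the mean of the 6 brains and 38 in each brain. Among those listed as ON in the brain, 14 of 16 were past the limit at GD60 and 18 of 20 at GD90, and among those listed as OFF, 6 of 6 and 3 of 3. From the entries of both tissues, the paper proposes that ion transporter genes are tightly regulated in the placenta relative to the fetus.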

In addition to GO analysis, we also performed PANTHER pathway enrichment analysis to identify if specific pathway(s) were over-represented by DEGs in the fetal brain (Table 3). This analysis showed that endothelin signaling, gonadotropin-releasing hormone receptor signaling, angiogenesis and Wnt signaling were commonly associated with pig brain development. 

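Ionotropic glutamate receptor genes were taken by symbol (GRIA, GRIN, GRIK and GRID), which is not the PANTHER list of the pathway and also took GRID2IP, which is not a receptor. In the female brain, 5 of the 19 genes tested were DE between GD45 and GD60, all higher at GD60, which is 26.3% against 7.23% of all genes tested (Fisher's exact test, two-sided, p = 0.00968, Benjamini-Hochberg adjusted over 12 tests 0.116). In the later period, 5 of the 19 were DE in females, against 27.1% of all genes (Fisher's exact p = 1). In the male brain, 2 and 8 of the 19 were DE in the earlier and later period (Fisher's exact p = 0.29 and 0.478). Without GRID2IP, a choice made after the values were seen, 5 and 5 of the 18 were DE in females (Fisher's exact p = 0.00757 and 1, not adjusted) and 2 and 8 in males (0.268 and 0.457). The interaction of sex and gestation day over the 19 genes had a camera p, from limma with an estimated correlation between genes, of 0.505 for the earlier period and 0.207 for the later one.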

The ionotropic glutamate receptor pathway and *p53* pathway were enriched in the female brain but not in the male brain. On the other hand, different receptor-mediated signaling pathways were enriched in the male brain but not in the female brain (Table 3). 

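WNT and FZD genes, taken by symbol, had 15 of 26 DE in the male brain between GD60 and GD90, which is 57.7% against 34.5% of all genes tested (Fisher's exact test, two-sided, p = 0.021, Benjamini-Hochberg adjusted 0.126). In the female brain, 9 of the 26 were DE in that period (Fisher's exact p = 0.382). Between GD45 and GD60, 4 of the 26 were DE in each sex (Fisher's exact p = 0.0552 in males and 0.114 in females). Of the 4 genes of group III metabotropic glutamate receptors, 2 were DE in males and 1 in females between GD60 and GD90. The difference between the sexes in the later period had a camera p of 0.771 for the WNT and FZD genes and 0.21 for the group III receptors, and fry gave no p under 0.05 for any of the 3 families.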

The relevance of sex-biased enrichment of signaling pathways in brain development is further described in the discussion section.

### 3.6. Identification DE Marker Genes of Brain Cells

We performed gene set enrichment analysis of DE marker genes to predict cell types of the brain. The known marker genes of different brain cells were obtained from the PanglaoDB [42], and those showing 1:1 orthology to the differentially expressed genes identified from our current study were used to predict cell types. This analysis identified 357 marker genes of neurons, oligodendrocytes, ependymal cells, astrocytes and Schwann cells that were differentially expressed during the development of both male and female brains (Table S9). 

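Table S9 lists 478 marker genes that were tested here, of neurons (224), oligodendrocytes (69), microglia (67), Cajal-Retzius cells (54), ependymal cells (35), astrocytes (21) and Schwann cells (8). In the re-analysis, 228 of them were DE in both sexes, 207 in the same period, and 255 were with the likelihood ratio test. The markers of the cell types without microglia and Cajal-Retzius cells number 357, and 183 of these were DE in both sexes. The study chose the list among its own DEGs, so counts adjusted over the list alone are not independent evidence.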

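By cell type, 64 neuron markers were DE in females between GD45 and GD60 and 134 between GD60 and GD90, and 51 and 161 in males. For oligodendrocytes, the numbers were 8 and 46 in females and 5 and 52 in males. Microglia markers gave 13 and 26 DEGs in females and 6 and 41 in males, and Cajal-Retzius markers 22 and 27 in females and 19 and 26 in males. Astrocyte markers gave 5 and 12 in females and 5 and 13 in males, ependymal markers 5 and 17 in females and 5 and 12 in males, and Schwann cell markers 3 and 1 in females and 3 and 6 in males.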

Markers of neurons and oligodendrocytes were relatively more abundant than markers of other cell types (Figure 4A). 

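Of the 478 markers, 120 were DE in females and 94 in males between GD45 and GD60, and 263 in females and 311 in males between GD60 and GD90. Adjusted over the list alone, the counts were 189 and 144 for the earlier period and 302 and 335 for the later one.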

The marker genes that altered between GD60 and GD90 were relatively more abundant than those altered between GD45 and GD60 (Figure 4B). We identified specific neuronal maker genes that were expressed in a se×-biased manner (Table S9). 

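Table S9 marks 20 genes as expressed in a way that depended on sex, 18 of them listed DOWN and 2 UP. At GD90, 1 of the 20 was DE between males and females, the oligodendrocyte marker ITGA1 (log2 fold change 1.59, standard error 0.27, adjusted p = 0.0205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 19 differed at GD90, and 19 were called when adjusted over the list alone, which is not independent evidence. The fold changes that Table S2 gives at GD90 only ran opposite to males against females for 288 of 288 genes, and read that way DOWN stands for higher in males. Of the 18 genes listed DOWN, 0 were lower in males at GD90 and 18 at GD60, where 7 of the 20 had an unadjusted p under 0.05 and 0 were DE. The median log2 difference of the 20 genes was -0.62 at GD60 and 0.95 at GD90. The change in the sex difference from GD60 to GD90 was tested as an interaction, for which 0 of the 20 were called over all genes, 20 had an unadjusted p under 0.05 and the lowest adjusted p was 0.0973 (ITGA1, edgeR). This depended on single libraries, as 15 of the 20 were called without male GD45 replicate 17, 7 without female GD60 replicate 15 and 3 without female GD90 replicate 7. Among the 224 neuron markers of the list, 59 had an unadjusted p under 0.05 between males and females at GD90 and 0 were DE.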

Expression network analysis [45] further showed that these marker genes were expressed in a mutually informative manner [44] in the male and female fetal brain (Figure 5). 

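Mutual information was computed from the Spearman correlation of each pair of the genes shown in Fig. 5, of which 24 of 25 were found by symbol, over the 9 female and the 9 male libraries. Its mean over 276 pairs was 0.266 in females and 0.349 in males. The means of 10000 random lists averaged 0.305 and 0.434, with genes drawn from up to 100 on each side in mean expression. Of these lists, 21.3% and 19.1% had a lower value. With Pearson correlations in place of Spearman's, these percentiles were 42.0 and 27.0. With the mean of each gestation day subtracted from each gene, the alternative that moved them most, they were 5.79 and 3.04.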

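The network genes were among the most highly expressed, with a mean level at or above the percentile 99.7 of the genes tested. Few genes lie above them, so the random lists could reach further down than up, and their match in level was loose. In females, 6 of the 24 network genes found were DE between GD45 and GD60 and 8 between GD60 and GD90, and in males 1 and 16. Between males and females, 0 were DE at any gestation day, and 2, 1 and 5 had an unadjusted p under 0.05 at GD45, GD60 and GD90. Of the 25 genes, 1 is in the list of Table S9.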

The marker genes (n = 25) shown in Figure 5 vary in a mutually informative manner among each other in the fetal brain of both sexes. 

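The mean log2 CPM of the 224 neuron markers of Table S9 was 4.81 ± 0.06 (SD, n = 3) at GD45, 5.25 ± 0.12 at GD60 and 5.86 ± 0.07 at GD90 in females. In males, it was 4.78 ± 0.24, 5.12 ± 0.08 and 6.01 ± 0.03. The difference between males and females was -0.03, -0.13 and 0.15 at the 3 gestation days (exact permutation test, two-sided, p = 1, 0.2 and 0.1, and 0.1 is the smallest p that 3 against 3 allow). The 21 astrocyte markers had means of 4.78 ± 0.27, 5.08 ± 0.14 and 5.98 ± 0.20 in females and 4.53 ± 0.22, 4.88 ± 0.16 and 5.89 ± 0.31 in males. Their differences were -0.25, -0.20 and -0.09 (exact permutation test, two-sided, p = 0.3, 0.3 and 0.7). The interaction of sex and gestation day, tested over each marker set with limma's camera and an estimated correlation between genes, had a p of 0.474 and 0.398 for neuron markers and 0.721 and 0.954 for astrocyte markers in the earlier and later period. With fry, the p was 0.559 and 0.152 for neuron markers and 0.796 and 0.958 for astrocyte markers, so no set passed 0.05 in either test.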

A comparison of the expression level of marker genes of neurons and astrocytes (Figure 6) showed that these marker genes were expressed differentially between male and female fetal brains during development.

## 4. Discussion

It is known that the rate of growth of male and female fetuses vary throughout gestation [59]. Birth weight is generally higher in male than female piglets [60]. Sex-mediated differences in growth is well documented in other animals including humans [61,62,63,64]. Our current study showed fewer numbers of DEGs in the fetal brain during GD45 vs. GD60 compared to GD60 vs. GD90 developmental period. There was a ~3.5-fold increase in the number of genes that altered between GD60 and GD90 compared to GD45 and GD60 (Table 1). This finding implied that gene expression changed extensively in the fetal brain after GD60 when the brain starts growing rapidly [4]. This is consistent with observation from earlier study [65]. 

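In the re-analysis, the number of DEGs between GD60 and GD90 was 3.75 times that between GD45 and GD60 in females, 6.14 times in males and 4.80 times for both sexes together. With the likelihood ratio test, these ratios were 3.09, 5.10 and 3.96. With 1 library left out, the female ratio ranged from 2.62 (without male GD45 replicate 17) to 7.83 (without female GD45 replicate 18), and it was 6.36 and 6.52 without female GD45 replicates 12 and 13 and 6.60 without female GD60 replicate 3. The male ratio ranged from 4.68 (without male GD45 replicate 17) to 8.42 (without male GD60 replicate 6), and it was below the female ratio without female GD45 replicate 18 (6.06) and without female GD60 replicate 3 (6.57). From the higher number of DEGs after GD60, the paper proposes that expression changed extensively once the brain starts to grow rapidly.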

The greater number of DEGs in late gestation is suggestive of preparation of the brain for postnatal function [66]. The homeobox *HOXA5* gene that regulates pattern formation in early development [67] was one of the top upregulated DEGs between GD45 to GD60 in the fetuses of both sexes. However, *HOXB5* and *HOXD3* genes were among the top upregulated genes between GD45 and GD60 of the fetal brain of females, but not males. 

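HOXA5 (ENSSSCG00000016703, chromosome 18 from 45421663 to 45432885) had 1, 440 and 103 counts in the 3 female GD45 libraries and at most 1 in the female GD60 libraries. In males, it had 50, 0 and 0 counts at GD45 and 0 at GD60. Its level was at least 58.0-fold lower in females at GD60 than the GD45 mean, against the limit of 3 counts (adjusted p = 0.033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at least 4.84-fold lower in males (edgeR adjusted p = 0.27). Without female GD45 replicate 13 the female value was 17.1, and the male value rested on GD45 replicate 11 alone. The interaction of sex and period called 0 genes, so a difference between the sexes was not shown for it. The female call was lost with any of the 6 libraries compared but GD45 replicate 12 left out, with an edgeR adjusted p of 0.121 without GD45 replicate 13, 0.0653 without GD45 replicate 18, 0.136 without GD60 replicate 3, 0.117 without GD60 replicate 5 and 0.0836 without GD60 replicate 15. It was also lost without male GD45 replicate 17 (0.0585), without female GD90 replicate 9 (0.0616), with no filter on low counts (0.177) and with DESeq2 (0.168).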

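HOXB5 (ENSSSCG00000017540, chromosome 12 from 24845225 to 24847845) had 7, 399 and 133 counts in GD45 females, 65, 0 and 6 in GD45 males and at most 1 at GD60. It was at least 57.5-fold lower at GD60 in females (edgeR adjusted p = 0.0272), a call that was also lost with any of the 6 libraries compared but GD45 replicate 12 left out (highest edgeR adjusted p 0.0872, without GD60 replicate 3), without male GD45 replicate 17 (0.0815) or male GD60 replicate 6 (0.0576), with no filter (0.197) and with DESeq2 (0.0538), and at least 7.15-fold lower in males (edgeR adjusted p = 0.223, and 0.0294 with the likelihood ratio test). These values were 22.9 without female GD45 replicate 13 and 1.28 without male GD45 replicate 11. HOXD3 (ENSSSCG00000015985, chromosome 15 from 81953834 to 81973816) changed by -4.15 on the log2 scale in females (standard error 1.24, edgeR adjusted p = 0.0526) and by -2.80 in males (standard error 1.30, edgeR adjusted p = 0.267). HOXD3 was called in females without female GD60 replicate 3 (edgeR adjusted p = 0.036), male GD45 replicate 11 (0.0332) or male GD45 replicate 14 (0.0276).

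**Figure D3:**
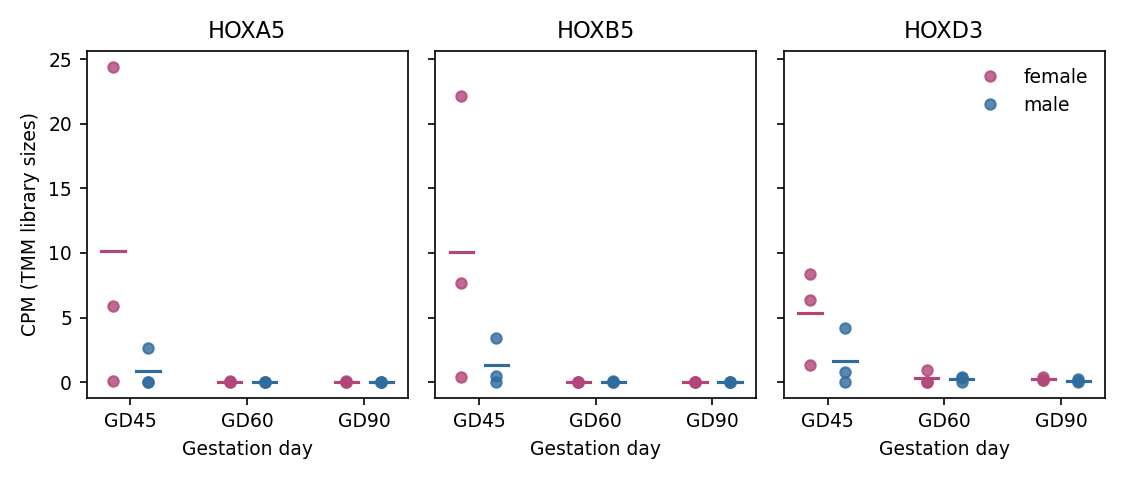
CPM of HOXA5, HOXB5 and HOXD3 in each library by sex and gestation day, with points for libraries and lines for group means. Female GD45 replicate 13 had the most HOXB5 reads at GD45, 399 counts, and male GD45 replicate 14 had 0.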

The myelin associated glycoprotein was among the most downregulated DEGs in both male and female brains during GD60 to GD90 development. 

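MAG (ENSSSCG00000002887, chromosome 6 from 44794204 to 44809929) was at 2.02 ± 0.668 CPM (SD, n = 3) in GD60 females and 181 ± 30.6 CPM in GD90 females. In males, it was at 2.08 ± 0.296 CPM at GD60 and 149 ± 47.4 CPM at GD90. The log2 fold change of GD90 relative to GD60 was 6.49 in females (standard error 0.37, adjusted p = 9.8e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.16 in males (standard error 0.37, edgeR adjusted p = 1.1e-08). With each library left out in turn, it stayed between 6.26 and 6.75 in females and between 5.87 and 6.32 in males.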

Myelin associated glycoprotein maintains the myelin–axon spacing by interacting with specific neuronal glycolipids, inhibiting axon regeneration, and controlling myelin formation [68]. The gene coding for *ERMN* that plays a role in cytoskeletal rearrangements, and brain myelination in humans and mice [69] was one of the top downregulated DEGs between GD60 and GD90 in both male and female fetuses.

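ERMN (ENSSSCG00000034503, chromosome 15 from 64286052 to 64293155) had 1 to 3 counts in GD60 females and 0 or 1 in GD60 males. At GD90, it had 120 to 156 counts in females (8.55 ± 0.724 CPM, SD, n = 3) and 115 to 201 in males (9.06 ± 2.38 CPM). Against a level of 3 counts, which no GD60 library passed, it was at least 48.9-fold higher at GD90 in females (adjusted p = 7.0e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and at least 49.9-fold higher in males (edgeR adjusted p = 3.8e-07).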

In pigs, the relationship between intrauterine position of the fetus and fetal development was implied from an earlier study [70]. A subsequent study [71] found that fetuses on each end of the uterine horn grow faster than the fetuses on the medial site of the uterus, but suggested that sex of the adjacent fetuses has lesser influence than the absolute intrauterine position on the fetal growth in pigs. Given this dichotomy about fetal development and fetal location in the uterus, we wanted to determine if sex of the adjacent fetuses had an influence on gene expression of the fetal brain. During sample collection, we identified male fetuses that were either flanked by two females or by a male on medial side and a female on the lateral side. Gene expression of the developing brain was significantly altered in male fetuses flanked by two females compared to fetuses flanked by a male on one side and a female on the other side. 

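CEL (ENSSSCG00000028671, chromosome 1 from 272763226 to 272770255) had 356 counts in the fMf male of GD45 and 544 in that of GD60. The mMf males had 0 counts in GD45 replicate 14 and GD60 replicate 4 and 138 in GD60 replicate 6. CEL was DE between fMf and mMf males without GD60 replicate 6 (adjusted p = 0.0243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and not with it (edgeR adjusted p = 0.369). SAL1 (ENSSSCG00000005474, chromosome 1 from 253638015 to 253642866), chosen after its values were seen, had 869 and 237 counts in the fMf males and 142, 41 and 40 in the mMf males, a log2 fold change of 3.15 over the 5 males (standard error 0.74, n = 2 and 3, edgeR adjusted p = 0.369, and 0.0237 with the likelihood ratio test).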

As many as 54 genes were impacted, suggesting that sex of the adjacent fetuses had an influence on brain development. 

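The female libraries labelled with the same gestation days and litter sizes as the 4 males behind the means of Table S4 differed in the same direction as the males for 49 of the 54 genes. Some other groupings of the female libraries, though not most, had as many in a single direction without matching the labelled litters of the 4 males. Each of these held female GD60 replicate 15, labelled with the day and litter size of fMf male GD60 replicate 16. Groupings without this library reached 48 genes. The count of 49 therefore cannot tell a litter or library effect apart from the sex of the adjacent fetuses. With gestation day as a covariate in the set of 5 males, 0 genes were DE and 1708 had an unadjusted p under 0.05. From the genes that differed between the males with unlike neighbours, the paper proposes that the sex of the adjacent fetuses had an influence on brain development.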

Pathway enrichment analysis identified specific signaling pathways that were significantly over-represented among DEGs in the fetal brain (Table 3). This analysis showed that the *p53* pathway was enriched in the female brain only. Multiple studies using mice models have shown that *p53* plays a seminal role in protecting brain development in females only [72,73,74]. In particular, it was found that a loss of *p53* can cause neural tube defects in female embryos, likely due to the dysregulation of × inactivation [73,75]. In addition to *p53*, the ionotropic glutamate receptor pathway was also found significant in the female brain only. The ionotropic glutamate receptor system (that includes the subtypes of a-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid receptors, N-methyl-D-aspartate receptors and kainate receptors) are known to play important roles during brain development as defects of these receptors induce diverse neuronal disorders in a sex-specific manner [76]. Studies using rat models have also shown that ionotropic glutamate receptor pathway regulation, particularly mediated by N-methyl-D-aspartate receptors, induces female specific developmental defects in brain [77,78,79]. We identified histamine H1 receptor mediated signaling pathway, metabotropic glutamate receptor group III pathway, heterotrimeric G-protein signaling pathway-Gq alpha and Go alpha mediated pathway, heterotrimeric G-protein signaling pathway-Gi alpha and Gs alpha mediated pathway, EGF receptor signaling pathway and CCKR signaling map that were enriched among DEGs of the male fetal brain only (Table 3). Histamine plays key regulatory roles in controlling specific cell types of brain that express histamine G protein-coupled receptors [80]. Moreover, histamines mediate pro- as well as anti-inflammatory responses to cytokines. Studies have shown that activation of the maternal immune response can alter neurodevelopmental processes in a sex-biased manner that influences brain development only in males [81]. The cholecystokinin (*CCK*) is abundantly expressed in the brain, and the G-coupled protein receptors of *CCK* play crucial synergetic signaling functions during brain development [82]. Study [83] also suggests that the epidermal growth factor (EGF) receptor signaling has sex-biased influence on brain development. These literature evidences support the sex-biased enrichment of signaling pathways we identified in our current investigation (Table 3). More importantly, our data showed that specific pathways, such as endothelin signaling pathway, gonadotropin-releasing hormone receptor pathway, angiogenesis and *Wnt* signaling pathway, play common roles in the brain development of both sexes, which is also supported from results of earlier studies [83,84,85,86]

Our study was limited in the scope. A major limitation of this study was the small sample size (18 only) for which we couldn’t identify different combinations of adjacent fetal sexes to investigate their effects on brain development. Furthermore, differences in the brain of males versus females could be due to physiological factors during gestation, likely related to neuroendocrine- or sex-hormones [87,88]. At the same time, evolutionary developmental (Evo-Devo) factors can also influence the intrinsic regulation mechanisms of brain development in a species [89]. If specific processes of the central nervous system develop faster in one sex over the other, though this remains unknown, is also an important question relevant that has relevancy to aging of the brain. It is known that developmental differences in early life can influence the aging process of the brain later in life [90]. In humans, it is known that the brain of women remain metabolically more younger than the brain of men during aging [91]. If this is a consequence of sex differences in brain development at the fetal stages remains unknown. Additional studies are required to address these relevant questions regarding fetal brain development. 

Nevertheless, our study revealed an important finding about the association of ion transporter genes with fetal brain development. A comparative analysis of gene expression data between GD60 and GD90 identified 45 ion transporter genes that were coordinately regulated in the form of ON/OFF expression between the fetal brain and placenta. Ion transporters play crucial roles in fetal development [52,53,56,58]. They not only control the placental–blood barrier but also modulate the feto–placental circulation and molecular communication [53,56]. 

## 5. Conclusions

In conclusion, the findings of this study provide foundational data for better understanding influences of fetal sex on brain development. Our study is expected to set the groundwork required to develop relevant pig models to better understand brain development.

## Figures and Tables

**Figure 1:**
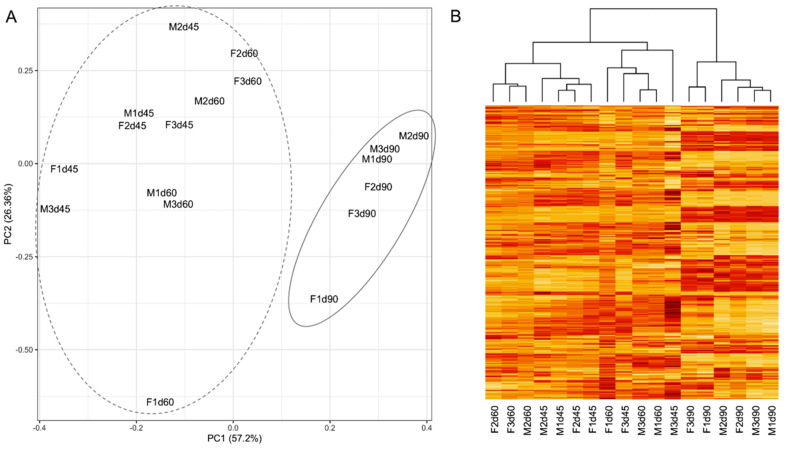
(**A**) Principal component analysis of gene expression variation of male (M) and female (F) fetal brains on GDs 45, 60 and 90. The dotted ellipse shows the group representing gene expression of fetal brain on GDs 45 and 60, and the solid ellipse shows the group representing gene expression of fetal brain on GD 90. (**B**) Heatmap of expression of genes in fetal brain samples also shows that GD 90 samples cluster differently than the samples of GDs 45 and 60.

**Figure 2:**
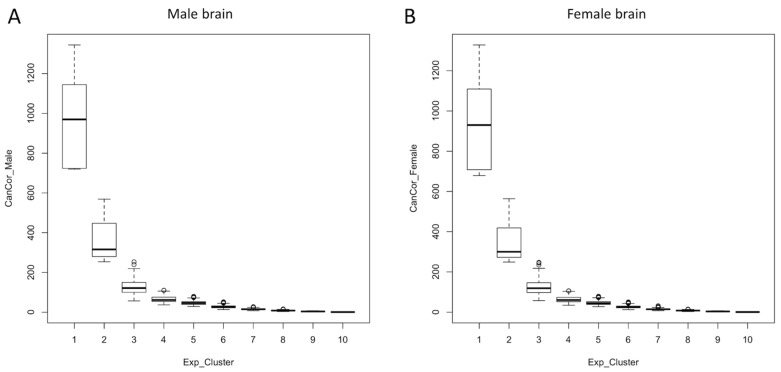
Box plots of covariates showing canonically correlated expression clusters between male brain (**A**) and female brain (**B**). The x-axis shows expression clusters (1–10) and y-axis shows covariates of canonical correlation. The mean value of expression cluster is shown by horizontal line inside each box. The lower and upper quartile values of covariates are shown for each cluster.

**Figure 3:**
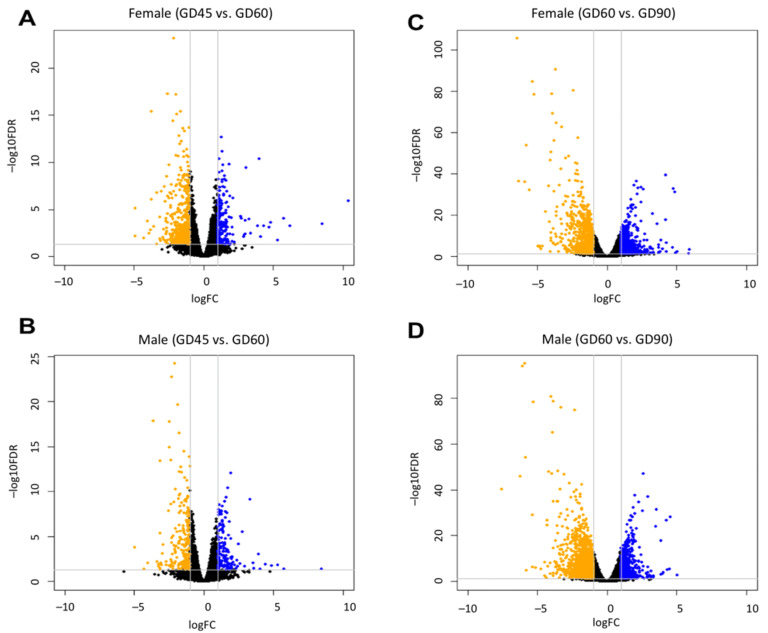
Volcano plots showing differential expression of genes in female fetal brain between GDs 45 vs. 60 (**A**), male fetal brain between GDs 45 vs. 60 (**B**), female fetal brain between GDs 60 vs. 90 (**C**), and male fetal brain between GDs 60 vs. 90 (**D**). In each plot, the y-axis shows the –log10(FDR) values and x-axis shows log fold change values. The orange color shows genes that are downregulated, and blue color shows genes that are upregulated between the two groups in each plot. The horizontal line above value 0 in y-axis represents FDR value of 0.05 used to identify significance of differential expression of genes.

**Figure 4:**
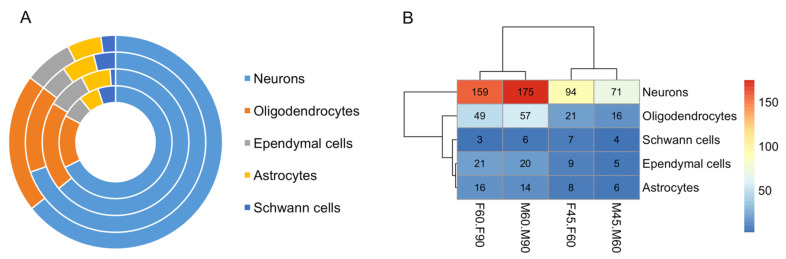
(**A**) Donut plot showing proportion of marker genes representing different brain cells (color coded). The four circles in this donut plot represent the samples in which the marker genes were significantly differentially expressed. From the center to outward direction, these circles represent DE genes between brain samples of F45 vs. F60, F60 vs. F90, M45 vs. M60, and M60 vs. M90, respectively. F and M represent female and male respectively whereas the numbers represent GDs. (**B**) Heatmap showing the number marker genes associated with different cell types of the brain (shown in rows) and GDs during which those genes are significantly differentially expressed in the male and female fetal brain (shown in columns). The cluster patterns of rows and columns are shown along with color scale (in the right). The scale represents the number of DE marker genes of brain cells.

**Figure 5:**
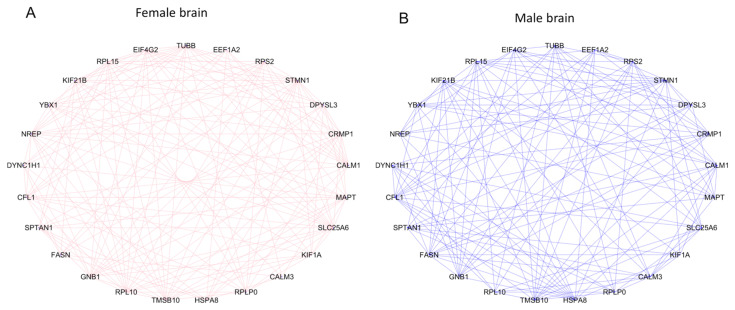
Network plot of genes based on mutation information of expression changes during development of female fetal brain (**A**) and male fetal brain (**B**). The lines (edges) connecting the nodes show how a gene is transcriptionally interconnected with other genes. They are colored pink in female brain and blue in male brain.

**Figure 6:**
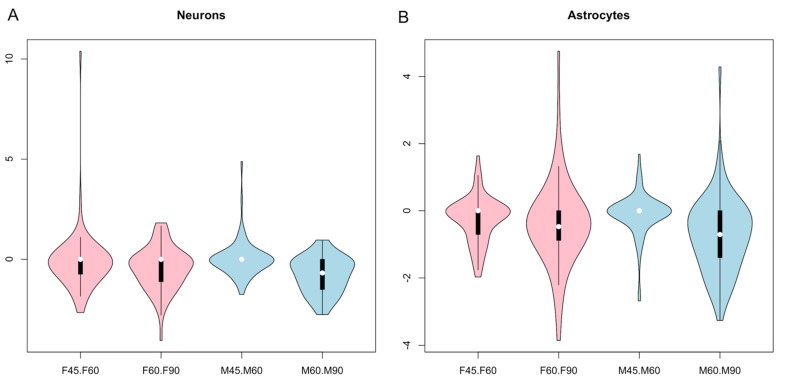
Violin plots of e×pression of marker genes specific to neurons (**A**) and astrocytes (**B**) of male (light blue) and female brain (pink) developing during GD45 to GD60 and GD60 to GD90. In both plots, the values in y-a×is represent the log fold changes of gene e×pression. The ×-a×is shows the sample comparisons.

**Table 1:** Number of DEGs in developing male (M) and female (F) porcine fetal brains between GDs 45 vs. 60 and GDs 60 vs. 90. The direction of differential expression is also shown.

Comparison	Number of DEGs	Differential Expression
F.45 vs. F.60	801	Upregulated
F.45 vs. F.60	1258	Downregulated
F.60 vs. F.90	2665	Upregulated
F.60 vs. F.90	2660	Downregulated
M.45 vs. M.60	571	Upregulated
M.45 vs. M.60	752	Downregulated
M.60 vs. M.90	3163	Upregulated
M.60 vs. M.90	3442	Downregulated

**Table 2:** Number of significantly differentially expressed exons in the developing fetal brain of male and female fetuses between GDs 45 vs. 60 and GDs 60 vs. 90. The number in the parenthesis represents the number of genes associated with the exons.

	Female (GD45 vs. GD60)	Female (GD60 vs. GD90)	Male (GD45 vs. GD60)	Male (GD60 vs. GD90)
Downregulated	132 (99)	694 (491)	36 (29)	274 (215)
Upregulated	205 (148)	268 (200)	14 (12)	1772 (1222)
Total	337 (247)	962 (691)	50 (41)	2046 (1437)

**Table 3:** Pathways significantly over-represented by the DEGs of the developing fetal brain. The fetal sex and developmental periods (GDs) associated with each enriched pathway are shown. The FDR value shows the significance level of enrichment of the pathway.

Pathway	Number of DEGs	Fold Enrichment	FDR	Fetal Se×	Gestation Days
Ionotropic glutamate receptor pathway (P00037)	15	3.32	7.4 × 10^−3^	F	45 vs. 60
p53 pathway (P00059)	20	2.49	1.9 × 10^−2^	F	45 vs. 60
Endothelin signaling pathway (P00019)	19	2.47	2.3 × 10^−2^	F	45 vs. 60
Gonadotropin−releasing hormone receptor pathway (P06664)	48	2.3	1.3 × 10^−3^	F	45 vs. 60
Angiogenesis (P00005)	35	2.21	3.9 × 10^−3^	F	45 vs. 60
Wnt signaling pathway (P00057)	52	1.81	7.4 × 10^−3^	F	45 vs. 60
Gonadotropin−releasing hormone receptor pathway (P06664)	99	1.82	1.6 × 10^−4^	F	60 vs. 90
Angiogenesis (P00005)	68	1.65	4.0 × 10^−2^	F	60 vs. 90
Wnt signaling pathway (P00057)	30	1.99	3.4 × 10^−2^	M	45 vs. 60
Histamine H1 receptor mediated signaling pathway (P04385)	27	2.13	4.8 × 10^−2^	M	60 vs. 90
Endothelin signaling pathway (P00019)	48	1.96	1.1 × 10^−2^	M	60 vs. 90
Metabotropic glutamate receptor group III pathway (P00039)	39	1.93	4.0 × 10^−2^	M	60 vs. 90
Heterotrimeric G−protein signaling pathway−Gq alpha and Go alpha mediated pathway (P00027)	67	1.88	3.0 × 10^−3^	M	60 vs. 90
Angiogenesis (P00005)	88	1.75	3.2 × 10^−3^	M	60 vs. 90
Heterotrimeric G−protein signaling pathway−Gi alpha and Gs alpha mediated pathway (P00026)	81	1.69	6.5 × 10^−3^	M	60 vs. 90
EGF receptor signaling pathway (P00018)	65	1.6	5.0 × 10^−2^	M	60 vs. 90
CCKR signaling map (P06959)	76	1.53	4.5 × 10^−2^	M	60 vs. 90
Gonadotropin−releasing hormone receptor pathway (P06664)	102	1.53	1.2 × 10^−2^	M	60 vs. 90

## Data Availability

All the raw and processed data of this study have been submitted to the Gene Expression Omnibus database under the accession number GSE178970.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10092439/s1, Table S1: list of DE genes in male and female brains during GD45 to GD60 and GD60 to GD90. Table S2: list of genes showing significant alteration between male and female brains at same gestation day(s). Table S3: list of genes commonly altered during fetal brain development in pigs as well as humans. Table S4: list of genes showing significant alteration in the developing brain of male fetuses that are flanked by female fetuses compared to the brain of male fetuses flanked by a male on the medial side and a female on the lateral side. Table S5: exon-level expression changes in the male (M) and female (F) fetal brain during development from GD45 to GD60 and from GD60 to GD90. Table S6: number of exons that are either downregulated or upregulated between males (M) and females (F) during brain development (GD45 vs. GD60 and GD60 vs. GD90). Table S7: GO terms enriched among DEGs in the fetal brain. Table S8: comparative analysis of ON/OFF gene expression patterns between the fetal brain and placenta of pigs on GDs 60 and 90. Table S9: list of genes differentially expressed in the developing fetal brain that are known markers of brain cells.

How the deposited data were processed for this re-analysis (not part of the article)

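Total RNA of whole fetal brains of domestic pigs was sequenced at GD45, GD60 and GD90, with 3 female and 3 male fetuses at each gestation day. The authors trimmed the paired-end reads with Trimmomatic, aligned them to the Sscrofa11.1 genome with HISAT2 and counted them with FeatureCounts on the Ensembl annotation. The authors deposited 3 tables of raw read counts, for 31908 genes, 319124 exons and 63041 transcripts, without normalization. The paper's text does not name the options for strand, for reads with several matches or for reads shared by features. For genes with more than 1 exon, the exon table holds 47.0% of the counts of the gene table, and for genes with more than 1 transcript, the transcript table holds 9.89%. The gene table also gives the length of each gene, from which the FPKM values were computed here, while the FPKM values listed in Table S8 are the authors' own.

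The tables hold 22 columns for 18 libraries, because 4 libraries have 2 runs each, and the counts of these runs were summed. Every column belongs to a library of the series. Totals per library ranged from 15118843 to 19729783 counts in the gene table (median 16413097), from 6988796 to 9214794 in the exon table and from 4566025 to 6196886 in the transcript table. A library with no reads on a gene allows up to 3 counts, and folds against groups whose libraries all had 3 counts or fewer are given against 3 counts, as lower bounds. These limits, like all counting errors, take reads as independent molecules, which reads without molecular identifiers are not. Gene symbols were taken from the file for 16719 genes and from a table of gene names for 782 more, and coordinates are those of the deposited tables on Sscrofa11.1.

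Gene counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (16325 genes, with 99.9% of the counts), normalized for library size by TMM, and fitted with 1 model of 6 groups, sex and gestation day, over all 18 libraries. Comparisons were made with the quasi-likelihood F test and Benjamini-Hochberg adjustment, with a threshold of 0.05 on the adjusted p. The comparisons were GD60 against GD45 and GD90 against GD60 in each sex, males against females at each gestation day, the interaction of sex and gestation day for each period, and fMf against mMf males at GD45 and GD60. The same model was fitted to the exon counts (80134 exons kept) and to the transcript counts (12966 kept). Log2 CPM values used a prior count of 2. Principal components, complete-linkage clustering, Ward clustering and canonical correlations were computed on these values with base functions of R, and marker sets and receptor families were tested with camera (estimated correlation between genes) and fry of limma 3.58.1. Mutual information was computed from Spearman correlations and set against 10000 random lists of genes near in mean expression, from up to 100 on each side. Tables were read with data.table 1.17.8, and statmod 1.5.0 was used by limma and edgeR.

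The genes named were chosen by a rule. It takes each gene that the text of the paper names as a result (HOXA5, HOXB5, HOXD3, MAG, ERMN), CEL and the other genes of Table S4 as a set, the genes that Table S2 lists at all 3 gestation days, the genes of Fig. 5 as a set, and for each developmental comparison the 2 genes that rose most and the 2 that fell most. These had to have a symbol, an adjusted p under 0.05, a mean of at least 1 CPM and all 3 libraries of 1 day above all 3 of the other. Genes named outside this rule are said to have been chosen after their values were seen. The cell-type lists are those of Table S9 (neurons, oligodendrocytes, microglia, Cajal-Retzius cells, ependymal cells, astrocytes and Schwann cells), and a list of pancreatic genes was written for a test in the closing section.

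The steps were tested on simulated counts with 200 changed features, drawn with a single mean for each gene over all libraries. Library sizes were those of the libraries, but equal for fMf against mMf males. The spread followed its trend on expression, and changed features were taken above a minimum count. No library or group was made more variable than the others, while GD45 males had a median SD of 0.38. Recovery in the real libraries may therefore be lower than given here. Among 16325 genes, the quasi-likelihood test recovered 97% of the changed genes for GD90 against GD60 in males with 6 false calls, 96.5% for males against females with 5 and 87% for the interaction with 8, at a log2 fold change of 2. For fMf against mMf males it recovered 94% with 9 false calls. Among 80134 exons it recovered 76% of the changed exons with 3 false calls, and the test of exon usage recovered 42.5% with 10. A set shifted by a log2 difference of 0.5 had a camera p of 7.0e-08 and a fry p of 3.7e-09 from limma. An unshifted set had 0.123 and 0.0188, so fry can pass 0.05 without a shift.

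The alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0 with its size factors and Wald test, library size without TMM factors, a filter of more than 1 CPM in at least 3 libraries, no filter on low counts, a log2 fold change beyond 1, each library's trend on gene length removed, only the 6 libraries compared, the litter as a replicate block, and each library left out in turn. Further ones applied to single results, such as linear CPM or scaled genes for the principal components. The choices above were made before the data were examined. Chosen after seeing the data were the ionotropic glutamate receptors without GRID2IP, the first run only of the libraries with 2 runs, the 4 males behind the means of Table S4, and the likelihood ratio test combined with another filter or with the litter. Other splits of the libraries into groups of the same size, 10 for 3 against 3, and 100 labellings of the sexes within each gestation day, the real one included, were counted.

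The human, placenta and single-cell data that the paper compares with were not analysed here, nor were the GO and PANTHER enrichments, whose lists are the database's own. Table S1, Table S3, Table S5 and Table S7 were held only in part, so no count was taken over them apart from a comparison of directions over the entries of Table S5 held.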

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

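The tests of the HOX genes, of lower mitochondrial RNA behind the ATP8 reads, of a dam line behind the exchanged libraries and of other splits for the transcripts were chosen only after the result was seen. The exact shared runs of ssc-mir-10390 and COX1 were also looked for only after the match to the mitochondrial genome was seen.

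Libraries were compared within each gestation day by Dixon's ratio, the gap of the farthest library to its nearest neighbour over the whole range of the 6 libraries. Of 65 groups, 11 were above Dixon's 95% critical value for 6 libraries, and 3.25 are expected by chance.

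Male GD45 replicate 17 lay far from the other GD45 libraries in its TMM factor (0.849, ratio 0.770), in the share of its 10 highest genes (6.36% against 5.17% in the nearest library, ratio 0.642) and in its score on the first principal component (-87.7 against -54.2, ratio 0.697). When male GD45 replicate 17 and male GD60 replicate 4 changed places, 3752 DEGs were found between the 2 sets of 3, more than the 917 between the days, so 2 of the 10 splits of the 6 males gave as many DEGs as the days. Leaving male GD45 replicate 17 out also moved comparisons that do not hold it. Female GD45 to GD60 went from 1180 to 2271 DEGs. The interaction of sex and day at GD60 to GD90 went from 0 (3228 at an unadjusted p under 0.05) to 2064 genes. The model takes a single spread for each gene over all 6 groups, so this library enters the error of every comparison. The median SD was 0.38 in GD45 males and 0.15 to 0.23 in the other groups. How much of the change this accounts for was not tested. A mislabelled library would lie near the other day. On the axis from the female GD45 libraries at 0 to the female GD60 libraries at 1, this library lay at -0.22 and male GD60 replicate 4 at 0.88, which argues against an exchange of labels. Male GD45 replicate 17 had the lowest log2 difference between long and short genes at GD45, -0.754 against -0.221 in the next library (ratio 0.566, below the critical value). A trend on gene length is argued against as the whole cause, since the exchanged split had 3134 DEGs with each library's trend removed, against 1160 between the days. The exchanged split also parts the 6 males exactly by their ATP8 reads (3704 DEGs in a fit of these 6 alone). A dam line marked by these reads and acting alike in both sexes is argued against by the females. The 3691 of these DEGs tested in the 6 females, parted in the same way, had a median log2 fold change of 0.0726 in the male direction (quartiles -0.02 and 0.18), against 0.71 in the males they were called in. The females had 1 DEG (395 genes at an unadjusted p under 0.05), though this count alone decides little, since ATP8 itself was not called (log2 fold change 7.38, edgeR adjusted p = 0.101). A weaker effect in females is not excluded, as 69.3% of the genes kept the male direction. A dam line acting in males alone cannot be told apart from other differences between these 2 sets of males, because the 2 splits are the same. Which genes make up the share of the 10 highest was not tested. RNA quality was not analysed here and remains open. Litter, brain weight (0.7135 as listed for this fetus) and the sex of the adjacent fetuses remain open as untested biological explanations. Female GD45 replicate 18, of the same labelled litter size and with a listed brain weight of 0.6653, had a TMM factor of 1.07 and a score of -54.2. A single library of the other sex does not decide between these.

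Female GD60 replicate 15 had 19729783 counts, and the next GD60 library had 16857401 (ratio 0.6252). No explanation was tested for it, and counts were scaled by library size in each comparison.

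CEL was high in single libraries, with 27.7 CPM in male GD45 replicate 17 against 5.18 in the next GD45 library (ratio 0.813) and 34.8 CPM in male GD60 replicate 16 against 8.25 in the next GD60 library (ratio 0.763). RNA from pancreas would bring its other abundant transcripts. Of the listed pancreatic genes other than CEL, 14 are in the table, and their counts summed to 1302 in male GD60 replicate 16, which had the most CEL reads (544). The 6 libraries with no CEL reads had sums of 924 to 1797, and CTRC alone had 860 to 1712 counts across the libraries, so the other pancreatic genes did not rise with CEL. Reads shared with a related gene were not tested. The sex of the adjacent fetuses and the litter remain open as untested biological explanations.

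HOXA5 had 24.4 CPM in female GD45 replicate 13 against 5.93 in the next GD45 library (ratio 0.758), and HOXB5 had 22.2 against 7.65 (ratio 0.655). A difference in depth is argued against, because the largest GD45 total was 1.27 times the smallest. Caudal neural tissue left on some dissected brains would raise other HOX genes in the same library. All 14 other HOX genes of groups 3 to 9 above the floor at GD45 were highest in this library, where 2.33 are expected by chance, so a candidate explanation is that this brain carried more caudal tissue. The HOX genes lie in shared clusters and may also rise together for another reason, and 6 of the 14 were above the floor in a library with no more than 3 HOXA5 reads. A litter difference of this fetus remains open as an untested biological explanation.

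Male GD90 replicate 1 had 6.17 CPM of EOMES against 1.80 in the next GD90 library (ratio 0.757). Female GD60 replicate 5 had 9.22 CPM of NEUROD4 against 6.29 (ratio 0.733) and 0.565 CPM of OPALIN against 0.209 (ratio 0.630). No technical or biological explanation was tested for these 3 genes.

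Reads of the mitochondrial gene ATP8, which the paper does not discuss, numbered at most 14 in 6 libraries of GD45 and GD60 and at least 610 in the other 12 libraries, a fold of 211 within GD45 and GD60. In the same 6 libraries ssc-mir-10390, on chromosome 9, had at least 2050 reads, and at most 26 in the others. The mitochondrial gene ENSSSCG00000018079 (bases 8891 to 8957), beside ATP8 (8959 to 9162), had 0 counts in the same 6 libraries and 23 to 185 in the others. These 3 genes were chosen after their values were seen. With these reads as a term beside the groups of the 12 libraries of GD45 and GD60, 5 genes were called with edgeR, ATP8 (log2 fold change 7.52), ENSSSCG00000018079 (8.51), ND1 (2.26), ND2 (1.70) and ssc-mir-10390 (-8.19). A lower level of mitochondrial RNA as a whole is argued against as the only cause of the 211-fold difference. The 12 other named mitochondrial genes had a median fold of 1.65 (0.853 to 4.86). A smaller difference is not excluded in males. Parted in the same way, the 6 male libraries alone had 12 mitochondrial genes called, and the 6 female libraries alone 0. In 9 of the 9 labelled litters both fetuses were on the same side, where pairing drawn at random within each day gives this with a chance of 0.111. A candidate explanation is therefore a variant of the mitochondrial genome inherited from the dam, for which no sequence was examined. Reads of a mitochondrial sequence assigned to a nuclear copy at ssc-mir-10390 were tested by sequence. Its best ungapped match to the mitochondrial genome covered 72.6% of its 95 bases, above the 48.4% of the best of 100 shuffled sequences, but lay at bases 7129 to 7223, with 0 bases within ATP8. This outcome was neither of those predicted, so this explanation cannot be told apart from the others for ATP8 and ssc-mir-10390. Exact runs of 57 and 41 bases of ssc-mir-10390 both lie in COX1, and the chromosome around it was not compared.

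The paper does not analyse the transcript table by itself. Between GD60 and GD90 1681 transcripts changed in females and 2429 in males at an adjusted p under 0.05 with edgeR. Among 1404 genes with at least 2 tested transcripts, 1 gene in females and 7 in males had transcripts changed in opposite directions, and 0 genes did so in both sexes (0.00499 expected by chance). In each sex only 1 of the 10 splits gave as many such genes, the real one, and the others gave 0. This decides little, because the other splits called 0 transcripts, apart from 76 in 1 female split and 1 in 1 male split. Such a gene needs at least 2 called transcripts, and 10 splits cannot give a share under 0.05. Calls of single transcripts by chance cannot be told apart from a change of isoform for these genes, because the genes are few. Gestation day remains open as a biological explanation.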

How the results depend on the processing

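The first runs alone, the 4 males behind the means of Table S4, and the likelihood ratio test combined with another filter or with the litter were tests chosen only after the result was seen.

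The counts of DEGs between days were within 1.5 times the reported count under the filter of more than 1 CPM, no filter, removal of the length trend and library size without TMM factors. The likelihood ratio test gave 1547, 4781, 1169 and 5962 DEGs in female GD45 to GD60, female GD60 to GD90, male GD45 to GD60 and male GD60 to GD90. For female GD45 to GD60, the share of DEGs higher at GD60 was 60.2%, and 49.9% without TMM factors. With DESeq2 the count was 1806 for female GD45 to GD60 and 1411 for male GD45 to GD60, with 979 DEGs shared by the sexes at GD45 to GD60 and 964 shared by both periods in females. A log2 fold change beyond 1 left 413, 1513, 320 and 2114 DEGs in the same order, since it asks for a larger change. With only the 6 libraries compared, male GD45 to GD60 had 0 DEGs (1670 genes at an unadjusted p under 0.05), and 1221 genes differed between the sexes at GD90. The cause of these changes was not tested, apart from the larger change asked for.

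Fits that each left out 1 of the 18 libraries gave 530 to 2271 DEGs for female GD45 to GD60 (2271 without male GD45 replicate 17, 530 without female GD60 replicate 3, 554 without female GD45 replicate 18, 639 to 664 without female GD60 replicate 5, female GD45 replicate 13 or replicate 12) and 473 to 1565 for male GD45 to GD60 (473 without male GD60 replicate 6, 563 without male GD60 replicate 16, 1565 without male GD45 replicate 17). DEGs between the sexes at GD90 numbered 12 to 28 (28 without female GD90 replicate 7). Genes kept whichever of the libraries compared was left out numbered 392, 2622, 384 and 3217 in the order above. The ratio of DEGs after GD60 to those before ranged from 2.62 (without male GD45 replicate 17) to 7.83 (without female GD45 replicate 18) in females.

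Sex DEGs at GD90 numbered 16, and 52 with DESeq2, 42 with the likelihood ratio test, 38 with this test and the filter of 1 CPM, 10 with the litter as a replicate block, and 138 with the likelihood ratio test and the block. At GD60 the 16 became 9 with the block and 38 with the likelihood ratio test and the block. The paper describes a paired-sample analysis and does not name the pairs. Fetuses with the same litter size and day were taken as pairs, whose correlations ranged from -0.09 to 0.42, with 5 of the 9 over 0.1, so the pairing was not established. The cause was not tested.

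For the interaction of sex and day from GD60 to GD90, 0 genes were called (3228 at an unadjusted p under 0.05). With the likelihood ratio test it was 131. This test combined with the filter of 1 CPM gave 146, with no filter 23 and with the block 363, where GD45 to GD60 had 2. DESeq2 gave 268. With the quasi-likelihood test, no TMM factors gave 3, and the length trend removed or no filter 1 each. Without 1 library it ranged from 0 to 2064 (2064 without male GD45 replicate 17, 85 without female GD60 replicate 15, 28 without female GD90 replicate 7, 1 or 2 without male GD45 replicate 14 or 11). The call therefore depends on the test and on single libraries, and the cause was not tested.

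For fMf against mMf males, 0 genes were called (2088 at an unadjusted p under 0.05), and 27 with the likelihood ratio test, 15 with DESeq2, 9 with no filter, and 1 with all fMf males and gestation day as a covariate. Leaving out 1 male gave 0 to 3 (3 without male GD60 replicate 6). The 2 fMf and 2 mMf males alone gave 3, and 135 with the likelihood ratio test. The cause was not tested.

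DE exons numbered 126, 2886, 21 and 6847 in the same order of comparisons. They became 2274, 5508, 228 and 12014 with the likelihood ratio test, and without TMM factors 75 for male GD45 to GD60. Exon usage within the gene, which asks a different question, gave 6, 32, 0 (1196 at an unadjusted p under 0.05) and 46. Fits without 1 library ranged from 1 to 2410 for female GD45 to GD60 (1 without female GD45 replicate 13 or replicate 18, 9 to 11 without female GD60 replicate 3, female GD45 replicate 12 or female GD60 replicate 5, 30 to 47 without female GD90 replicate 9 or any male of GD60 or GD90, 285 without male GD45 replicate 14, 327 without female GD90 replicate 7, 1099 without female GD60 replicate 15, 2410 without male GD45 replicate 17) and from 1008 to 6282 for female GD60 to GD90 (1008 without female GD90 replicate 2, 1117 without replicate 9, 1177 without female GD60 replicate 5, 1794 without replicate 3, 6282 without male GD45 replicate 17). For males they ranged from 4 to 42 at GD45 to GD60 (4 without male GD60 replicate 16, 5 without replicate 4 or male GD45 replicate 11, 9 without male GD45 replicate 14 or male GD60 replicate 6, 8 to 13 without female GD45 replicate 13, female GD90 replicate 2 or 9 or any male of GD90, 38 without female GD60 replicate 15, 42 without male GD45 replicate 17) and from 1415 to 14979 at GD60 to GD90 (1415 without male GD60 replicate 16, 1525 without replicate 6, 1571 without male GD90 replicate 8, 1724 without replicate 10, 2651 without replicate 1, 11013 without female GD60 replicate 15, 14979 without male GD45 replicate 17). Exon counts depend on single libraries at this depth, and the cause was not tested. The ratio of ranks 2 to 3 between GD60 and GD90 was 0.788 in females and 0.859 in males with only genes of at least 10 exons.

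The first principal component held 47.9% of the variance, 39.5% with genes centred and scaled, 59.5% on linear CPM and 53.5% with the 500 genes of largest variance. The first canonical correlation of the deviations from each gene's mean was 0.915 on log2 CPM and 0.990 on linear CPM. The male percentile of the mutual information was 3.04 with the mean of each gestation day subtracted. The astrocyte interaction from GD60 to GD90 changed direction with limma's fry (p 0.958) and with the block (camera p 0.848). Its camera p was 0.697 to 0.977 without 1 library, and the cause was not tested. From GD45 to GD60 the camera p without 1 library ranged from 0.205 to 0.988 for astrocytes (direction reversed without female GD45 replicate 12 or 13, male GD45 replicate 17 or female GD60 replicate 15) and from 0.156 to 0.931 for neurons (reversed without male GD45 replicate 11).

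Of 1320 values for named genes under these alternatives, 1250 kept direction and side of the threshold, 43 became weaker and 27 stronger. Of 32 marker counts, 28 stayed within 1.5 times and 4 did not.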

Differences from the paper's values

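The likelihood ratio test joined to another filter or to the litter, and the 4 males behind the means of Table S4, were tests chosen only after the values were seen. A gap is called closed when the value lay within 1.5 times the paper's value, so a closed gap can leave a difference. The signs of the fold changes in Table S9 and in the part of Table S2 listed at GD90 only run opposite to the labels of the libraries. Of the genes listed in Table S9, 0 of 193, 323, 139 and 351 had the same sign as here for female GD45 to GD60, female GD60 to GD90, male GD45 to GD60 and male GD60 to GD90, with a Pearson r across genes of -0.999, -0.998, -0.993 and -0.996. For males against females, 0 of the 288 genes that Table S2 lists at GD90 only had the same sign (Pearson r across genes -0.978). The direction in Table S4 follows the labels, with 34 genes listed as UP and 34 of higher mean in fMf males. Between days, genes that the paper calls upregulated are therefore compared with genes lower on the later day here.

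For female GD45 to GD60, the paper's Table 1 gives 801 upregulated, 1258 downregulated and 2059 DEGs in all, and 470 were lower and 710 higher at GD60 here, 1180 in all. Of the alternatives set before the data were examined, the likelihood ratio test (593, 954 and 1547) and DESeq2 (697, 1109 and 1806) closed all 3 gaps, as did leaving out male GD45 replicate 17 (994, 1277 and 2271), and removal of the length trend (556) and only the 6 libraries compared (562) closed the first. Without female GD60 replicate 15, 1294 DEGs were found in all. The likelihood ratio test with the filter of 1 CPM also closed all 3 (603, 976 and 1579), and was chosen after seeing the values.

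For exons of female GD45 to GD60, the paper's Table 2 gives 205 upregulated and 337 in all, and 27 and 126 were found here. Without female GD60 replicate 15 the first was 178. The total was 285 without male GD45 replicate 14 and 327 without female GD90 replicate 7, and no other alternative set before the data were examined closed its gap. For female GD60 to GD90, the paper's values are 268 upregulated, 694 downregulated and 962 in all, against 1021, 1865 and 2886 here. These gaps closed without female GD60 replicate 5 (363, 814 and 1177), female GD90 replicate 2 (248, 760 and 1008) or female GD90 replicate 9 (264, 853 and 1117), and under no other alternative set before the data were examined.

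For male GD45 to GD60, the paper's exon counts are 14 upregulated, 36 downregulated and 50 in all, and 6, 15 and 21 were found here. Without male GD45 replicate 17 the counts were 15, 27 and 42, without female GD60 replicate 15 they were 13, 25 and 38, and without TMM factors 19 lower and 75 in all, which closed the gaps of these counts. For male GD60 to GD90, the paper's counts are 1772 upregulated, 274 downregulated and 2046 in all, against 3030, 3817 and 6847 here. The first was 2255 without male GD60 replicate 4, 2562 without female GD45 replicate 13, 2525 without female GD45 replicate 18, 2628 without female GD60 replicate 5 and 2563 without female GD90 replicate 9. The total was 1525 without male GD60 replicate 6, 1415 without replicate 16, 2651 without male GD90 replicate 1, 1571 without replicate 8 and 1724 without replicate 10. None of the alternatives set before the data were examined closed the gap of the downregulated exons.

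The paper's chi-square is 278.5, and the value here was 105, or 135 with the likelihood ratio test. Of the 26 alternatives run for it, only leaving out male GD45 replicate 14 (227), male GD45 replicate 17 (247) or female GD90 replicate 2 (240) closed the gap. Without female GD45 replicate 12 or 13 or female GD60 replicate 3, it was under 0.01 (0.00385, 0.000643 and 0.00589). The chi-square recomputed from the counts of the paper's Table 1 was 279.

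Of 54 DEGs of fMf against mMf males in the paper, 37 are stated as higher in fMf males, and 0 and 0 were called here (2088 genes at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed these gaps. With the 4 males behind the means of Table S4 and the likelihood ratio test, a choice made after seeing the values, 135 genes were called, 30 of them higher in fMf males, which closed the second. The labels give 2 fMf males at these days where the paper states 3, and Table S4 lists 34 genes as higher.

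The paper counts 357 marker genes of 5 cell types as DE in both sexes, and 183 markers of these types were found here, or 202 with the likelihood ratio test. The 6 alternatives run for this count gave 157 (no filter) to 207 (DESeq2), and none of these 6 closed the gap. Leaving out libraries was not run for it. The second principal component holds about 26% in Fig. 1A, read by eye, and 16.0% here. With genes centred and scaled it held 21.6%, on linear CPM 28.6% and without TMM factors 17.6%. All 3 lay within 1.5 times the paper's value, though 17.6% was still nearer the 16.0% found here.

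Fig. 4 shows for GD45 to GD60 about 21 DE oligodendrocyte markers in females and about 16 in males, read by eye, and 8 and 5 were found here (15 and 9 with the likelihood ratio test, which closed the first). In females for the same period it shows about 8 astrocyte markers against 5 here (7 with that test), about 9 ependymal markers against 5 (6) and about 7 Schwann markers against 3 (4), and the test closed the first 2. For GD60 to GD90 it shows about 20 ependymal markers in males against 12 here (14) and about 3 Schwann markers in females against 1 (2), both closed.

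Table S2 lists 302 sex DEGs at GD90, and 16 were called here. None of the alternatives set before the data were examined closed the gap, with 52 under DESeq2 and 1221 with only the 6 libraries compared. With the litter as a block and the likelihood ratio test, chosen after seeing the values, 138 were called. Of the 302, 298 had an unadjusted p under 0.05.

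The paper states that HOXA5 changed in both sexes between GD45 and GD60, and in males it was not called here (edgeR adjusted p = 0.27, 0.0501 with the likelihood ratio test). HOXD3, which the paper names for females, had an edgeR adjusted p of 0.0526 and was called without female GD60 replicate 3 (0.036), male GD45 replicate 11 (0.0332) or male GD45 replicate 14 (0.0276). HOXB5, named for females and not males, was called in males with the likelihood ratio test (edgeR adjusted p = 0.0294). The paper states that exons of ranks 2 and 3 are DE more often in either sex, and the ratio to other ranks was 1.53 and 1.10 in females for the earlier and later period, and 4.00 and 0.950 in males. The 95% interval lay above 1 only for males in the earlier period (1.66 to 9.64), from 10 exons of rank 2 and 1 of rank 3. It states that expression falls with rank order in genes with many exons, and the median Spearman rho here was 0.345. It states 11 genes DE between the sexes at all days, and 13 were called here, of which 9 are in Table S2 at all days.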

Other observations

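The tests of the second principal component, of the S4 genes, of the sex difference at GD90 and of the receptor families were chosen only after the result was seen.

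Other splits of the same libraries were counted for each comparison. For 3 against 3 there are 10 splits, so a share under 0.05 cannot be reached and chance cannot be told apart from the groups by this count. For the DEGs of female GD45 to GD60, female GD60 to GD90 and male GD60 to GD90, 1 of the 10 splits gave as many, the real one, and the same held for exons in these comparisons and for males against females at GD45, GD60 and GD90. These are counts after adjustment. At an unadjusted p under 0.05, another split gave more female exons at GD45 to GD60 (12329 against 11827) and at GD60 to GD90 (17964 against 14526). The same held for males against females at GD45 (up to 3290 genes against 424) and GD60 (3532 against 780), and not for the other comparisons of this list. For male GD45 to GD60, 2 of the 10 splits gave as many DEGs, and 2 of 10 as many exons. The other split exchanged male GD45 replicate 17 and male GD60 replicate 4 (3752 DEGs and 2428 exons). For fMf against mMf males, 2 of the 10 splits of the 5 males had as many genes at an unadjusted p under 0.05, the other with 2665 genes, so a chance split cannot be told apart from the sex of the adjacent fetuses for these males.

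The sex labels within each gestation day were also exchanged at random, which gave 100 labellings with the real one included. The counts that follow include it. As many genes had an unadjusted p under 0.05 for the interaction in 75 labellings at GD45 to GD60 and in 5 at GD60 to GD90. The sexes differed as much in their number of DEGs in 56 and 14, so the larger male count at GD60 to GD90 is consistent with chance labels. All these labellings hold male GD45 replicate 17, without which 2064 genes were called for the interaction at GD60 to GD90. As small a p from limma's camera was found for neuron markers in 57 and 36, astrocyte markers in 80 and 95, ionotropic glutamate receptors in 55 and 25, WNT and FZD genes in 15 and 80, and group III metabotropic glutamate receptors in 94 and 10.

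The second principal component followed the difference between long and short genes across the 18 libraries (Pearson r -0.816, permutation p 4.0e-05, adjusted 8.0e-05 over the 2 tests; Spearman rho -0.746, permutation p 0.00064). Without the 2 libraries farthest out, r was -0.764, and it was -0.946 in the GD45 and GD60 libraries and -0.994 at GD90. A trend on gene length as the whole cause is argued against, because the component still held 15.2% of the variance with each library's trend removed. Depth is argued against by an r of 0.154 with the total count (permutation p 0.544, rho 0.228, permutation p 0.362). RNA quality was not analysed here, and gestation day and sex remain open as biological explanations.

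At GD90, 2220 genes had an unadjusted p under 0.05 between the sexes, 13.6% of those tested, where 816 are expected by chance, and 1388 of them were higher in males. A trend on gene length as the whole cause is argued against, since 1671 genes remained at that level with each library's trend removed, or 10.2%. This trend was split by sex at GD90. The log2 difference between long and short genes was -0.319 to 0.0723 in females and 0.217 to 0.424 in males. A length trend therefore remains open as part of the cause, and RNA quality was not analysed here. Depth is argued against by a ratio of 0.993 between the mean male and female totals (exact permutation p 0.9). Only 1 of the 10 splits of the 6 libraries gave as many genes, which 10 splits cannot separate from chance. Sex itself remains open as a biological explanation. The named genes at the threshold, chosen after their values were seen, were ITGA1, on chromosome 16, which was higher in males by 1.59 on the log2 scale (edgeR adjusted p 0.0205), and ATP7A, on chromosome X, by 0.84 (edgeR adjusted p 0.0468).

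Table S4 lists 54 genes for the fMf and mMf males. A search over 4047 sets of libraries found the 4 males whose means come nearest the means of the table. Of the 54, 41 had the third mMf male, outside the set of 4, nearer the mMf males and 13 nearer the fMf males. The 7 other libraries of these days outside the set, none of them of an mMf male, had 25 to 53 genes nearer the mMf males, so this count says nothing about the sex of the adjacent fetuses. In the females of the same labelled litters 49 of the 54 differed in the same direction. Of the 18 pairs of female libraries, 6 had at least 49 in a single direction. Each of the 6 held female GD60 replicate 15, of the same labelled litter as fMf male GD60 replicate 16. Pairs without this library reached 48. A litter or library effect therefore cannot be told apart from the sex of the adjacent fetuses for these genes. A trend on gene length is argued against, because 89.3% of the median log2 difference of 1.52 was kept with the trend removed. Parted by ATP8 reads, the 6 female GD45 and GD60 libraries had 3 of the 54 genes at an unadjusted p under 0.05. Their median log2 fold change was 0.17 in the male direction, against 1.14 in the males, which argues against a dam line acting alike in both sexes. The 1.14 can be raised by the choice of the genes on 4 of these males. A weaker effect in females is not excluded, as 83.3% of the genes kept the male direction, with a median standard error of 0.32 in females. At an unadjusted p under 0.05 the 6 males had 49 genes and all 12 libraries 40, but these hold the 4 males on which the genes were chosen. A dam line acting in males alone therefore cannot be told apart from the sex of the adjacent fetuses for these genes. The genes were chosen by the study on these libraries and are not independent evidence. Of the 54, 50 had an adjusted p under 0.05 with the 5 males and edgeR when adjusted over the list alone.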
